# Cell Type-Specific Transcriptome Profiling Reveals a Role for Thioredoxin During Tumor Initiation

**DOI:** 10.3389/fimmu.2022.818893

**Published:** 2022-02-17

**Authors:** Benjamin G. Korte, Morgan A. Giese, Gayathri Ramakrishnan, Stella Ma, David Bennin, Julie Rindy, Colin N. Dewey, Anna Huttenlocher

**Keywords:** neutrophil, migration, tumor initiation, thioredoxin (txn), gene expression, keratinocyte

## Abstract

Neutrophils in the tumor microenvironment exhibit altered functions. However, the changes in neutrophil behavior during tumor initiation remain unclear. Here we used Translating Ribosomal Affinity Purification (TRAP) and RNA sequencing to identify neutrophil, macrophage and transformed epithelial cell transcriptional changes induced by oncogenic Ras^G12V^ in larval zebrafish. We found that transformed epithelial cells and neutrophils, but not macrophages, had significant changes in gene expression in larval zebrafish. Interestingly, neutrophils had more significantly down-regulated genes, whereas gene expression was primarily upregulated in transformed epithelial cells. The antioxidant, thioredoxin (*txn*), a small thiol that regulates reduction-oxidation (redox) balance, was upregulated in transformed keratinocytes and neutrophils in response to oncogenic Ras. To determine the role of thioredoxin during tumor initiation, we generated a zebrafish thioredoxin mutant. We observed an increase in wound-induced reactive oxygen species signaling and neutrophil recruitment in thioredoxin-deficient zebrafish. Transformed keratinocytes also showed increased proliferation and reduced apoptosis in thioredoxin-deficient larvae. Using live imaging, we visualized neutrophil behavior near transformed cells and found increased neutrophil recruitment and altered motility dynamics. Finally, in the absence of neutrophils, transformed keratinocytes no longer exhibited increased proliferation in thioredoxin mutants. Taken together, our findings demonstrate that tumor initiation induces changes in neutrophil gene expression and behavior that can impact proliferation of transformed cells in the early tumor microenvironment.

## Introduction

Neutrophils respond to tissue damage cues and are actively recruited to the tumor microenvironment (TME) (1, 2). Although neutrophils can have either pro- or anti-tumor effects (3), the presence of neutrophils in tumors often correlate with poor prognosis (4, 5). Therefore, there is increasing interest in understanding how neutrophils are recruited to and interact with transformed cells in the developing tumor microenvironment.

The zebrafish larval model allows for unparalleled non-invasive imaging of the early stages of tumor initiation and interactions with innate immune cells. Zebrafish larvae have a functional innate immune system comprised of macrophages and neutrophils by 2 days post-fertilization (dpf). This early developmental window allows the investigation of specific interactions between innate immune cells and the tumor-initiating niche. Neutrophils are highly migratory cells that move within interstitial tissues near transformed cells. *In vivo* studies in zebrafish have shown that neutrophils are recruited shortly after oncogene-induced transformation (6, 7). Furthermore, recruited neutrophils make frequent, direct cell-cell contact with HRas^G12V^-transformed cells, occasionally forming long membrane tethers between cells (6). At this early stage in tumorigenesis, neutrophils support proliferation and epithelial to mesenchymal transition of transformed epithelial and glial cells (8, 9). Additionally, recent evidence suggests that neutrophil migratory behavior changes during the course of tumor development in mouse models, with early stage tumors inducing migration of bone marrow-derived neutrophils and late stage tumors inducing a slower, immunosuppressive neutrophil migration (10). Therefore, the crosstalk between neutrophils and tumor cells is dynamic during tumor progression.

Several signaling pathways are involved in neutrophil chemotaxis and recruitment, many of which are also upregulated in the TME. One of the primary chemotactic pathways that regulates neutrophil migration is the CXCL8 (IL8)-CXCR1/2 pathway. CXCL8 is upregulated in many cancers including solid tumors (brain, breast, colon, gastric, lung, and others) and blood cancers (AML, CLL, Hodgkin’s lymphoma) and high levels of CXCL8 expression are often linked with disease progression (11). Reactive oxygen species (ROS) are another potent neutrophil chemoattractant produced in transformed cells (6) and tumors (12). Studying neutrophil migratory behavior early in tumorigenesis may provide insight into how these cells elict their tumor-supporting effects.

To identify candidate genes that regulate neutrophil behavior in the TME, we conducted tissue-specific RNA-sequencing of HRas^G12V^-transformed keratinocytes, neutrophils, and macrophages in zebrafish larvae using translating ribosome affinity purification (TRAP)-seq (13, 14). We found that the anti-oxidant thioredoxin was increased approximately five-fold in HRas^G12V^-transformed keratinocytes and three-fold in neutrophils, over wildtype HRas-expressing zebrafish. We generated thioredoxin mutants that showed increased neutrophil recruitment and altered neutrophil motility behavior near transformed cells. These mutants also exhibited enhanced neutrophil-dependent proliferation of transformed cells, suggesting that thioredoxin modulates neutrophil behavior and early tumor progression.

## Results

### Oncogenic Ras^G12V^ Induces Differentially Expressed Genes in Neutrophils and Transformed Cells in Zebrafish Larvae

We sought to identify changes in gene expression that regulate leukocyte behavior in zebrafish larvae in response to expression of oncogenic HRas^G12V^ in keratinocytes. We performed translating ribosome affinity purification (TRAP) (13, 15) and subsequent RNA sequencing of three cell-types (Ras-expressing keratinocytes, neutrophils, and macrophages) in 3 days post-fertilization (dpf) larvae in response to wild type (WT) or oncogenic HRas^G12V^ (16). 

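Each library was made from about 50 pooled larvae, from which ribosomes carrying an EGFP-tagged L10a subunit were immunoprecipitated with their transcripts, so that its reads are meant to represent the cell type that expressed the tag. The 18 libraries comprised 3 with HRas control and 3 with HRas G12V for each of keratinocytes, neutrophils and macrophages, and the replicate number marks 1 of 3 collection days. The authors deposited the expected counts, TPM and FPKM that RSEM estimated for 31953 Ensembl genes per library from single-end reads aligned to GRCz10, without further normalization of the counts. In 17 libraries the expected counts summed to between 6206924 and 14781123, with a median of 8371955. Macrophage HRas control replicate 3 held 16990 counts on 1029 genes. The 10 most abundant features took between 72.4% and 94.7% of the counts of a library. All other genes together were left with between 385201 and 2623922 counts in the 17 libraries and 2106 in macrophage HRas control replicate 3. The median of these remaining counts was 533160 in keratinocyte HRas control and 826801 in keratinocyte HRas G12V libraries, 1076482 and 1307234 in the neutrophil libraries, and 722177 and 1337708 in the macrophage libraries. The counts were rounded and normalized by edgeR's TMM method, and 14685 genes passed edgeR's filter on low counts. All libraries were fitted together with a term for each combination of cell type and construct and a term for the collection day. HRas G12V was compared with HRas control within each cell type by edgeR's quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p-value of at most 0.05 were taken as differentially expressed. Log2 fold changes are HRas G12V over HRas control. A group whose libraries all hold at most 3 counts of a gene was treated as at the floor, and a fold change against it was given as a lower bound. The reads carry no molecular identifiers, so standard errors from replicates, and not counting error alone, set the precision.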

Briefly, keratinocytes co-expressed either control HRas (pTol2-Krt4-RFP-HRas) or constitutively-active HRas^G12V^ (pTol2-Krt4-RFP-HRas^G12V^) and EGFP-tagged ribosomal subunit L10a using the Krt4 promoter (**Figure 1A**). To identify gene expression changes within transformed cells, GFP-tagged ribosomes were immunoprecipitated and their associated transcripts were sequenced (**Figure 1A**). Neutrophil or macrophage-specific ribosomes were also isolated from whole larvae using transgenic lines *Tg(Lyzc : EGFP-L10a)* or *Tg(mpeg:EGFP-L10a)* to identify differentially expressed genes in neutrophils and macrophages, respectively (**Figure 1A**). Sequencing confirmed expression of known cell-type-specific genes for neutrophils, macrophages, and keratinocytes in the analyzed samples, providing validation for the method (**Figure 1B**). 

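The deposited FPKM values were averaged over the 6 libraries of each cell type for the 17 genes of the Figure 1B legend that matched 1 listed gene each. The keratin *krt91* (ENSDARG00000036830) had 107 ± 40.3 FPKM (SD, n = 6) in keratinocyte libraries, 44.3 ± 29.0 in neutrophil libraries and 74.6 ± 41.9 in macrophage libraries. *krt17* (ENSDARG00000094041) had 13.8 ± 5.05 FPKM in keratinocyte libraries, against 5.04 ± 3.74 and 5.33 ± 3.73 in neutrophil and macrophage libraries. *lyz* (ENSDARG00000057789) had 59.7 ± 59.8 FPKM in neutrophil libraries, 1.04 ± 0.993 in keratinocyte libraries and 3.58 ± 5.15 in macrophage libraries. *spi1b* (ENSDARG00000000767, listed as SPI1) had 19.4 ± 11.2 FPKM in macrophage libraries, 2.31 ± 2.17 in neutrophil libraries and 0.42 ± 0.242 in keratinocyte libraries. Each of the 17 genes had its highest mean FPKM in the cell type the legend gives, and so did each of their means of log2(TPM + 1). This ranking rested on 1 library for 3 keratins, since without macrophage HRas control replicate 3 the mean FPKM of *krt8* (21.6), *krt92* (5.16) and *krt18* (6.00) in macrophage libraries was above that in keratinocyte libraries (19.0, 5.04 and 5.70), which left 14 of 17 genes highest in their own cell type. Each cell type was also compared with the mean of the other cell types on TMM-normalized counts. All 8 keratins were higher in keratinocytes, and 6 of them passed the threshold. The exceptions were *krt18* (ENSDARG00000018404, listed as krt18a.1), with a log2 difference of 0.63 (standard error 0.255, adjusted p = 0.11, edgeR's quasi-likelihood test), and *krt94* (ENSDARG00000044975), with 0.84 (standard error 0.391, adjusted p = 0.178, same test). Adjusted over the list alone, all 8 keratins passed the threshold. *lyz* was higher in neutrophils by a log2 difference of 4.61 (standard error 0.298, adjusted p = 6.61e-18 over all genes, edgeR's quasi-likelihood test). All 8 macrophage genes passed the threshold over all genes and adjusted over the list alone. Their log2 differences ranged from 0.99 for *csf1rb* (ENSDARG00000053624, adjusted p = 0.0148, edgeR's quasi-likelihood test) to 6.61 for *irf8* (ENSDARG00000056407, adjusted p = 4.16e-14, same test). *irf8* had only 0.065 ± 0.124 FPKM in keratinocyte libraries and 0.02 ± 0.0335 in neutrophil libraries. Its difference can be read as large, but not as an exact value. The largest move came from keeping only genes with a mean of at least 50 counts, which left 3 macrophage genes in the test, all past the threshold. The names *mpeg1.1* and *mfap4* each matched several listed genes (3 and 6) and *mpx* was not analysed here.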

We identified genes altered >2fold in response to HRas^G12V^ expressing keratinocytes for all three cell types (**Figure 1C**). 

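Among the genes tested, 2433 had a log2 fold change above 1 or below −1 in keratinocytes (16.6%), 1935 in neutrophils (13.2%) and 1755 in macrophages (12.0%), with no condition on the p-value. Of these, 1438 passed 2-fold only in keratinocytes, 1036 only in neutrophils and 887 only in macrophages. Genes past 2-fold had few reads, with a median of 7.5 counts per library in keratinocytes against 20.7 for the other genes, 11.5 against 32.5 in neutrophils, and 11.3 against 32.7 in macrophages. Their unadjusted p-value was under 0.05 for 853 genes in keratinocytes, 734 in neutrophils and 394 in macrophages. One group was at the floor for 455, 186 and 240 of these genes, and both groups for 58, 18 and 1. With fold changes against a group at the floor set to their bounds, 2040 genes in keratinocytes, 1780 in neutrophils and 1515 in macrophages passed 2-fold. The filter on low counts moved the numbers most: among genes with a mean of at least 50 counts, 158 passed 2-fold in keratinocytes, 135 in neutrophils and 76 in macrophages. Leaving out 1 library also moved them, to at most 4283 in keratinocytes without HRas control replicate 3, 3855 in neutrophils without HRas control replicate 2 and 4339 in macrophages without HRas control replicate 2.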

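Keratinocytes and neutrophils shared 604 genes changed over 2-fold, keratinocytes and macrophages 573, and neutrophils and macrophages 477, of which 182 were changed in all 3 cell types. The genes shared by only those cell types numbered 422, 391 and 295. Random draws of as many genes with the same spread of mean counts shared a median of 525 genes for keratinocytes and neutrophils (95% of draws from 493 to 557), 507 for keratinocytes and macrophages (477 to 539), 414 for neutrophils and macrophages (385 to 443) and 145 for all 3 (125 to 165). As many shared genes as observed came up with a one-sided permutation p of 1e-04, 2e-04, 1e-04 and 4e-04 in 10000 draws, where 1e-04 is the smallest p the draws can give. The draws were not matched on the spread of a gene between libraries, so the excess does not by itself show a shared response. The direction of change was the same for 63.9% of the genes shared by keratinocytes and neutrophils. It was the same for 60.6% for keratinocytes and macrophages, 58.9% for neutrophils and macrophages and 37.9% for all 3. Agreement by chance is less likely among 3 cell types than between 2, so these shares are not on one scale.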

A small number of transcripts overlapped between cell types, indicative of a cell-type specific response to HRas-transformed keratinocytes.

**Figure 1:**
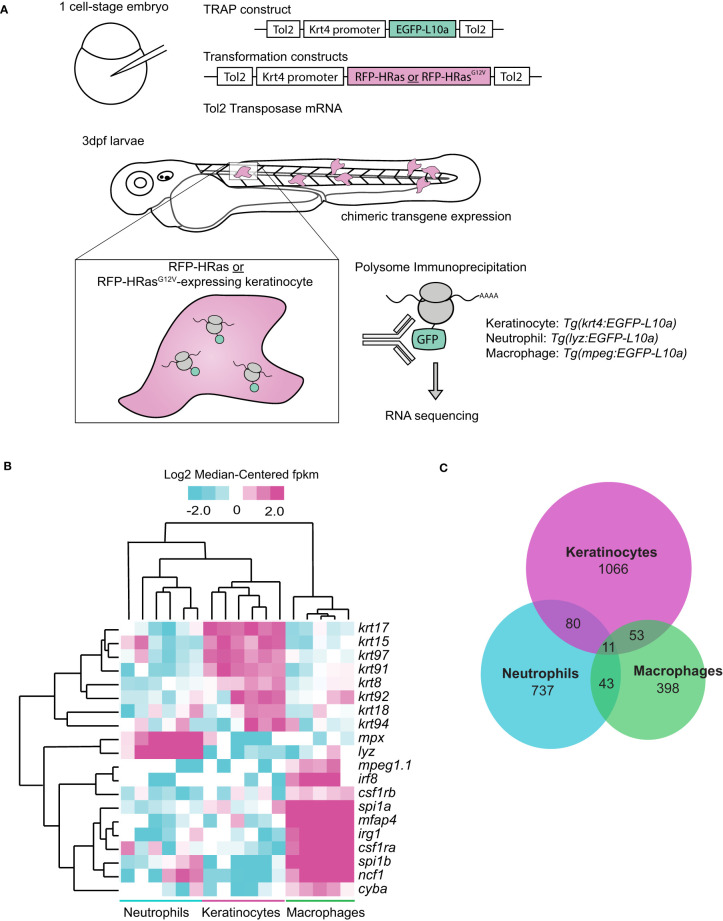
Oncogenic HRas induces differentially expressed genes in neutrophils and transformed cells in zebrafish larvae. **(A)** Schematic of Translating Ribosomal Affinity Purification (TRAP) procedure. Wild-type embryos were injected with the TRAP plasmid (pTol2-Krt4-EGFP-L10a) and either control (pTol2-Krt4-HRas-mcherry) or oncogenic transformation (pTol2-Krt4-HRas^G12V^-mcherry) constructs. Immunoprecipitation and sequencing were conducted 3dpf on batches of ~50 larvae collected on three separate days (n=3). *Tg(LyzC : EGFP-L10a)* or *Tg(mpeg:EGFP-L10a)* larvae were injected with either control (pTol2-Krt4-HRas-mcherry) or oncogenic Ras (pTol2-Krt4-HRas^G12V^-mcherry) constructs for neutrophil- or macrophage-targeted L10a expression, respectively. **(B)** Cell type specific genes expressed in keratinocytes (*krt17, krt15, krt97, krt91, krt8, krt92, krt18*, krt94), neutrophils (*mpx,lyz*), or macrophages (*mpeg1.1, irf8, csf1rb, spi1a, mfap4, irg1, csf1ra, spi1b, ncf1, cyba*) and their expression profiles in TRAP samples from keratinocytes, neutrophils, and macrophages. **(C)** Venn diagram showing distribution of genes altered >2fold by TRAP-seq in response to HRas^G12V^ expressing keratinocytes (n=3).

We identified significantly deferentially expressed genes in transformed keratinocytes (56 genes) and neutrophils (53 genes), but not in macrophages (**Figure 2A**). 

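With all 18 libraries in the fit, edgeR's quasi-likelihood test called 48 genes differentially expressed in keratinocytes, 42 in neutrophils and 0 in macrophages. At an unadjusted p-value under 0.05 there were 1077 genes in keratinocytes, 995 in neutrophils and 487 in macrophages, where 734 are reached by chance. The largest move came from fitting the 6 neutrophil libraries alone, which left 1 differentially expressed gene in neutrophils. With 1 library left out at a time, the number ranged from 26 to 54 in keratinocytes, from 16 to 75 in neutrophils and from 0 to 7 in macrophages. In keratinocytes the number was 26 without HRas control replicate 2 and 31 without HRas control replicate 1. In neutrophils it was 16 without HRas G12V replicate 1, 21 without HRas G12V replicate 3, 63 without HRas control replicate 3 and 75 without HRas control replicate 2, and in macrophages it was 7 without HRas control replicate 2 and 1 without HRas G12V replicate 3. Keratinocytes and neutrophils shared 2 differentially expressed genes, *txn* (listed as txnb), higher in both, and si:dkeyp-3b12.9 (ENSDARG00000103201), which was higher in keratinocytes and lower in neutrophils. The log2 fold change of si:dkeyp-3b12.9 in keratinocytes rested on HRas G12V replicate 2, without which it was −1.85, and the name belongs to a series with 3 of the 10 most abundant features, so its reads could be split among them.

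**Figure D1:**
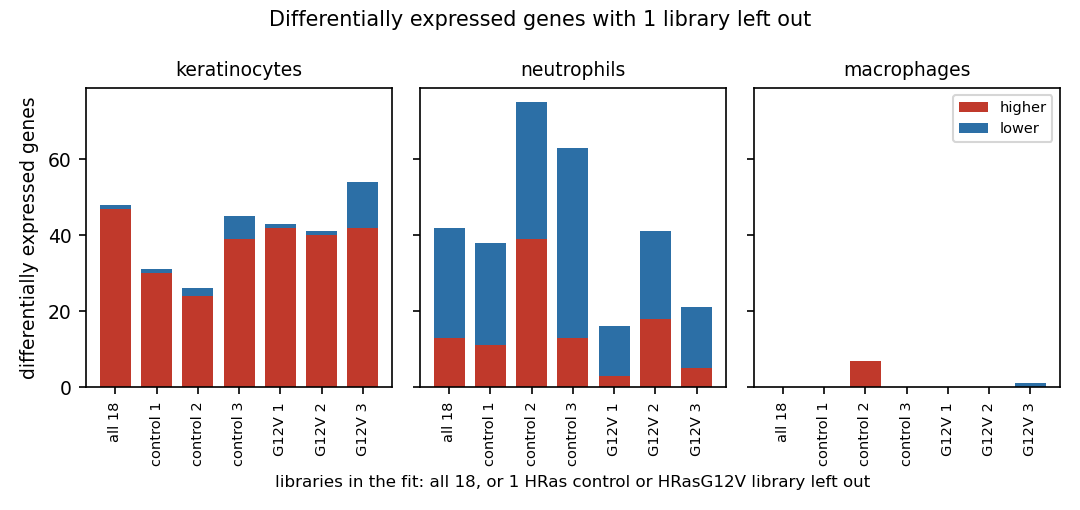
Number of differentially expressed genes (y axis; genes higher and genes lower in HRas G12V stacked) in keratinocytes, neutrophils and macrophages, with all 18 libraries and with each library of that cell type left out in turn (x axis). Without neutrophil HRas control replicate 2 the 75 genes called in neutrophils were 39 higher and 36 lower.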

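Of the differentially expressed genes in keratinocytes, 47 were higher in HRas G12V libraries and 1 was lower. The 5 higher genes with the smallest adjusted p-values bear the names of muscle genes, and all 5 stayed past the threshold in each of the 20 alternatives. *DES* (ENSDARG00000058656) rose from 3.04 ± 0.981 to 34.7 ± 12.1 normalized CPM (SD, n = 3), a log2 fold change of 3.48 (standard error 0.437, adjusted p = 1.21e-06, edgeR's quasi-likelihood test). *TNNC1* (ENSDARG00000037539) had a log2 fold change of 3.42 (standard error 0.448) and *myl13* (ENSDARG00000042245) of 3.21 (standard error 0.426), each with an adjusted p of 2.09e-06 in edgeR's quasi-likelihood test. *myl10* (ENSDARG00000062592) was higher by 4.24 (standard error 0.589, adjusted p = 5.23e-06, same test) and *ckmb* (ENSDARG00000040565) by 2.31 (standard error 0.34, adjusted p = 1.87e-05, same test). The gene that was lower, si:dkey-222e15.4 (ENSDARG00000095280), had a log2 fold change of −2.95 (standard error 0.659, adjusted p = 0.0154, edgeR's quasi-likelihood test), and its adjusted p was 0.259 without HRas control replicate 2. *il1b* (ENSDARG00000098700) was at the floor in all 3 HRas control libraries and at least 4.65-fold higher in HRas G12V libraries (adjusted p = 0.0257, edgeR's quasi-likelihood test), with an adjusted p of 0.194 when HRas control replicate 2 was left out. Of the genes that Figure 2C shows for keratinocytes, 34 of those shown higher and 5 of those shown lower matched 1 listed gene and were tested, and all of them had the direction shown. Among those shown higher, 27 passed the threshold over all genes and 34 adjusted over the list alone; among those shown lower, 1 and 4. With 1 library left out, the number of genes shown higher that passed ranged from 12 without HRas control replicate 1 to 24 without HRas G12V replicate 1, and the number shown lower was 0 without HRas control replicate 1 or 2 or HRas G12V replicate 1 or 2, and 2 without HRas control replicate 3. The study chose this list on the same libraries, so the counts over the list alone are not independent evidence.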

As expected, gene expression was upregulated in transformed keratinocytes, with the majority of transcripts showing increased expression. In contrast, the majority of the differentially expressed genes in neutrophils showed reduced expression. 

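In neutrophils, 13 of the differentially expressed genes were higher in larvae with HRas G12V keratinocytes and 29 were lower. This split depended on the second collection day: without neutrophil HRas control replicate 2, 39 genes were higher and 36 lower, and without all libraries of replicate 2, 50 were higher and 41 lower. HRas control replicate 2 held between 91% and 100% of the HRas control level of 7 of the lower genes, and all 7 lost their call without it. One of them, an *EEF1A1* gene (ENSDARG00000069951), had the smallest adjusted p in neutrophils, with a log2 fold change of −7.41 (standard error 0.881, adjusted p = 2.13e-07, edgeR's quasi-likelihood test) that became −3.16 (adjusted p = 0.0875, same test) without that library. The genes *gnb3b* (ENSDARG00000002696), *GNAT2* (ENSDARG00000042529) and *GNGT2* (ENSDARG00000103543), named for subunits of photoreceptor G proteins, had log2 fold changes of −2.67 (standard error 0.417, adjusted p = 0.000154), −2.50 (standard error 0.401, adjusted p = 0.000211) and −2.40 (standard error 0.401, adjusted p = 0.000421) in edgeR's quasi-likelihood test. With 1 library left out, the log2 fold change of *gnb3b* stayed between −3.16 and −2.01 and that of *GNAT2* between −2.95 and −1.89. The lower gene si:dkeyp-3b12.9 had a log2 fold change of −11.20 (standard error 1.72, adjusted p = 0.000146, edgeR's quasi-likelihood test). HRas control replicate 3 held 85% of its control level, and its log2 fold change was −6.65 without that library and −15.9 without HRas control replicate 2. Its call was lost without all libraries of replicate 3 (adjusted p = 0.346, same test) and with DESeq2's Wald test (adjusted p = 0.0586). Among the higher genes, *MYO1F* (ENSDARG00000078734) had a log2 fold change of 2.80 (standard error 0.534, adjusted p = 0.00267, edgeR's quasi-likelihood test), with an adjusted p of at most 0.0315 when 1 library was left out. The other higher genes with the smallest adjusted p-values each lost their call when 1 library was left out. *hsp70.3* (ENSDARG00000021924) had 3.13 (standard error 0.618, adjusted p = 0.00407, 0.177 without HRas G12V replicate 3, edgeR's quasi-likelihood test) and *LCP1* (ENSDARG00000023188) had 1.81 (standard error 0.371, adjusted p = 0.00743, 0.135 without HRas control replicate 1, same test). *lyz* rose by 1.93 (standard error 0.403, adjusted p = 0.00927, 0.104 without HRas G12V replicate 1, same test), and 5_8S_rRNA (ENSDARG00000104115) by 5.45 (standard error 1.13, adjusted p = 0.00832, 0.531 without HRas G12V replicate 1, same test). Of the neutrophil genes in Figure 2C that matched 1 listed gene, all 11 shown higher and all 23 shown lower had the direction shown. Over all genes 6 and 13 of them passed the threshold, and adjusted over the list alone 10 and 21, which is not independent evidence for a list chosen on these libraries. With 1 library left out, the numbers over all genes fell as low as 1 of those shown higher without HRas G12V replicate 3 and 5 of those shown lower without HRas G12V replicate 1.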

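In macrophages the smallest adjusted p-value was 0.503 (edgeR's quasi-likelihood test). It belonged to *myhz1.1l* (ENSDARG00000102414) and *myhb* (ENSDARG00000001993), each with a log2 fold change of 1.73 (standard error 0.403). The next gene, *TNNI2* (ENSDARG00000029069), had 1.62 (standard error 0.397, adjusted p = 0.719, same test). Leaving out macrophage HRas control replicate 3 left the number of differentially expressed genes at 0, with 484 genes at an unadjusted p-value under 0.05. Leaving out the libraries of collection day 2 gave 12 genes, and leaving out HRas control replicate 2 alone gave 7. The difference in effect between cell types was tested as an interaction. It passed the threshold for 13 genes between neutrophils and macrophages, among them *GNAT2* (log2 difference −3.59, standard error 0.594, adjusted p = 0.00121, edgeR's quasi-likelihood test) and *gnb3b* (−3.56, standard error 0.607, adjusted p = 0.00121, same test). It did so for 10 genes between neutrophils and keratinocytes and for 2 between keratinocytes and macrophages.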

While neutrophils collected from HRas-transformed keratinocyte larvae showed differential gene expression, macrophages did not. The significant changes in gene expression observed in neutrophils, may be due to neutrophil trafficking around transformed keratinocytes (7).

**Figure 2:**
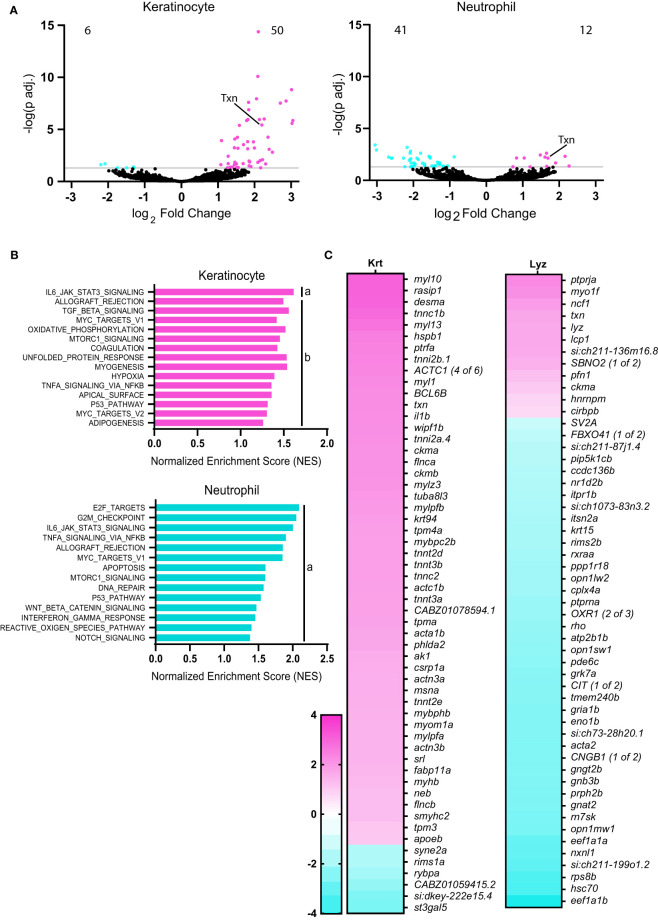
Thioredoxin expression is induced in neutrophils and keratinocytes with HRas^G12V^ transformation. **(A)** Volcano plots displaying number of significantly (adjusted p<0.05) downregulated and upregulated genes in keratinocytes and neutrophils in HRas^G12V^-keratinocyte expressing zebrafish larvae, compared to wild-type HRas controls. **(B)** Gene Set Enrichment Analysis (GSEA) of significantly enriched Hallmark pathways in neutrophils and keratinocytes for HRas^G12V^-keratinocyte expressing zebrafish. FDR q-value is (a) below 0.10 or (b) 0.10-0.25. **(C)** Heat maps displaying significantly differentially expressed genes (adjusted p<0.05) in keratinocytes (56 genes) and neutrophils (53 genes).

### Thioredoxin Expression Is Induced in Neutrophils and Keratinocytes With HRas^G12V^ Transformation

Gene set enrichment analysis (GSEA) revealed significant enrichment of the IL6-Jak-Stat3-signaling and Tnfα-signaling-via-NF-κB in transformed cells and neutrophils. 

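Lists of zebrafish genes for IL6-Jak-Stat3 signaling and for Tnfα signaling via NF-κB were written by hand and tested with limma's camera on voom-transformed counts, with a preset correlation of 0.01 between genes and adjustment over 12 pathway tests. Of the IL6-Jak-Stat3 list, 42 genes were tested. In keratinocytes 28 of them were higher in HRas G12V libraries, with a median log2 fold change of 0.29 (0.08 with genes at the floor at their bound) and the list higher on 3 of 3 days (camera, adjusted p = 0.0387). In neutrophils 30 were higher, with a median of 0.29 (0.24 with genes at their bound) and the list higher on 3 of 3 days (camera, adjusted p = 0.037). The neutrophil value moved most with the filter on low counts: among genes with a mean of at least 50 counts the list leaned lower, with an adjusted p of 0.827 from camera. Of the 91 genes of the Tnfα list, 70 were higher in keratinocytes (median 0.43, camera adjusted p = 1.58e-05) and 65 in neutrophils (median 0.34, camera adjusted p = 0.00177), on 3 of 3 days in both. In macrophages, 33 genes of the IL6-Jak-Stat3 list (median 0.51, camera adjusted p = 0.00389) and 68 of the Tnfα list (median 0.27, camera adjusted p = 0.00413) were higher. None of these pathway results passed 0.05 with limma's fry or with a correlation estimated from the data, under which the adjusted p-values of both lists lay between 0.081 and 0.202 in keratinocytes and neutrophils. A difference in list effect between the cell types did not pass the threshold for either list in camera.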

There was also enrichment in reactive-oxygen-species signaling pathways in neutrophils in response to oncogenic Ras (**Figure 2B**). 

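A hand-written list of antioxidant genes and their regulators, called the antioxidant list, was tested in the same way. It includes *TXNIP*, which inhibits thioredoxin, so a higher list is not a measure of antioxidant activity. Of the list's genes, 40 had enough counts. In neutrophils 25 of them were higher in larvae with HRas G12V keratinocytes, with a median log2 fold change of 0.37 on 3 of 3 days in the same direction (camera, adjusted p = 0.00617). The adjusted p was 0.16 without replicate 2, 0.0528 among genes with a mean of at least 50 counts and 0.16 with fry. The list was also higher in keratinocytes, with 34 genes up and a median of 0.38 (0.32 with genes at their bound, camera adjusted p = 0.00177), and in macrophages, with 33 genes up and a median of 0.56 (camera adjusted p = 4.78e-06). In fry the adjusted p was 0.16 for keratinocytes and 0.128 for macrophages, and in camera with the estimated correlation it was 0.22 for neutrophils, 0.202 for keratinocytes and 0.119 for macrophages. In keratinocytes camera's adjusted p was 0.0659 without replicate 1. The interaction of the list between neutrophils and either other cell type had a camera adjusted p of 0.927 for keratinocytes and 0.62 for macrophages. The most abundant genes of the list in these libraries were *TXNIP* (ENSDARG00000036107), with a log2 fold change of 0.31 in neutrophils (standard error 0.336, adjusted p = 0.956, edgeR's quasi-likelihood test), *fth1a* (ENSDARG00000015551), with −0.67 (standard error 0.347, adjusted p = 0.76, same test), and *TXNRD3* (ENSDARG00000100374), with 0.44 (standard error 0.307, adjusted p = 0.879, same test).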

Hierarchical clustering indicates overlapping enrichment of many Hallmark pathways between neutrophils and keratinocytes (**Figure S1A**).To further characterize the role of ROS signaling on leukocyte behavior near transformed cells, we focused on the role of the ROS regulator and antioxidant thioredoxin. Thioredoxin (*txn*) was among the most highly upregulated genes in keratinocytes in response to oncogenic Ras (**Figure 2C**) and was also found to be significantly upregulated in neutrophils. This finding is consistent with human *in vitro* studies showing that oncogenic Ras-transformation induces several antioxidant genes (17). In addition, thioredoxin expression was upregulated in ten of thirteen human carcinoma samples based on bulk sequencing available through The Cancer Genome Atlas (TCGA), as compared to healthy tissue (**Figure S1B**) (51). Furthermore, human tumors are known to produce ROS above normal tissue levels (12), and thus thioredoxin may play an important role in cellular redox balance during tumorigenesis to reduce ROS levels.

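*txn* was identified in the files as ENSDARG00000044125, listed as txnb, through a synonym in the RefSeq table. In keratinocytes it rose from 4.51 ± 1.93 to 24.8 ± 10.6 normalized CPM (SD, n = 3), a 5.48-fold increase (log2 fold change 2.45, standard error 0.418, adjusted p = 0.000287, edgeR's quasi-likelihood test). In neutrophils it rose from 2.11 ± 1.83 to 8.00 ± 0.755, a 3.79-fold increase (log2 fold change 1.92, standard error 0.429, adjusted p = 0.02, same test). In macrophages the change from 1.89 ± 1.67 to 4.25 ± 1.97 did not pass the threshold (log2 fold change 0.83, standard error 0.474, adjusted p = 1, same test), and its log2 fold change stayed between 0.69 and 0.94 with a library or a day left out. Every HRas G12V library lay above every HRas control library in keratinocytes and in neutrophils (two-sided exact permutation test, p = 0.1 in each, the smallest that 3 libraries against 3 allow), and not in macrophages (p = 0.3, same exact test). The interaction between cell types had an adjusted p of 1 for each pair in edgeR's quasi-likelihood test, with log2 differences of −0.53 (standard error 0.599) for neutrophils minus keratinocytes, 1.097 (standard error 0.628) for neutrophils minus macrophages and 1.63 (standard error 0.627) for keratinocytes minus macrophages. By fold change, *txn* ranked 19th of the 47 higher genes in keratinocytes and 10th of the 13 in neutrophils. In keratinocytes the call held in 19 of 20 alternatives and was lost without replicate 1 (log2 fold change 2.07, adjusted p = 0.175, edgeR's quasi-likelihood test). In neutrophils it held in 12 of 20, and its adjusted p was 0.0528 without HRas control replicate 1, 0.0898 without HRas control replicate 3 and 0.16 without HRas G12V replicate 3. HRas control replicate 3 had 0 counts of *txn* in neutrophils, which allows up to 3, and without it the log2 fold change was 1.60. The neutrophil libraries also held keratin reads, and whether *txn* reads of keratinocytes add to the neutrophil increase was not tested. The paralog ENSDARG00000031435, listed as TXN and with reads that RSEM could have divided between the genes, had a log2 fold change of 1.13 in keratinocytes (standard error 0.425, adjusted p = 0.467, edgeR's quasi-likelihood test), 0.13 in neutrophils (standard error 0.414, adjusted p = 0.988, same test) and 1.01 in macrophages (standard error 0.431, adjusted p = 1, same test). The counts of both genes together rose by 1.85 in keratinocytes (standard error 0.37, adjusted p = 0.00383, same test), by 0.75 in neutrophils (standard error 0.365, adjusted p = 0.713, same test) and by 0.97 in macrophages (standard error 0.389, adjusted p = 1, same test). From the enrichment of reactive oxygen species pathways and the increase of *txn* in both cell types, the paper turns to thioredoxin as a regulator of ROS, and it proposes a role for thioredoxin in the redox balance of cells during tumorigenesis.

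**Figure D2:**
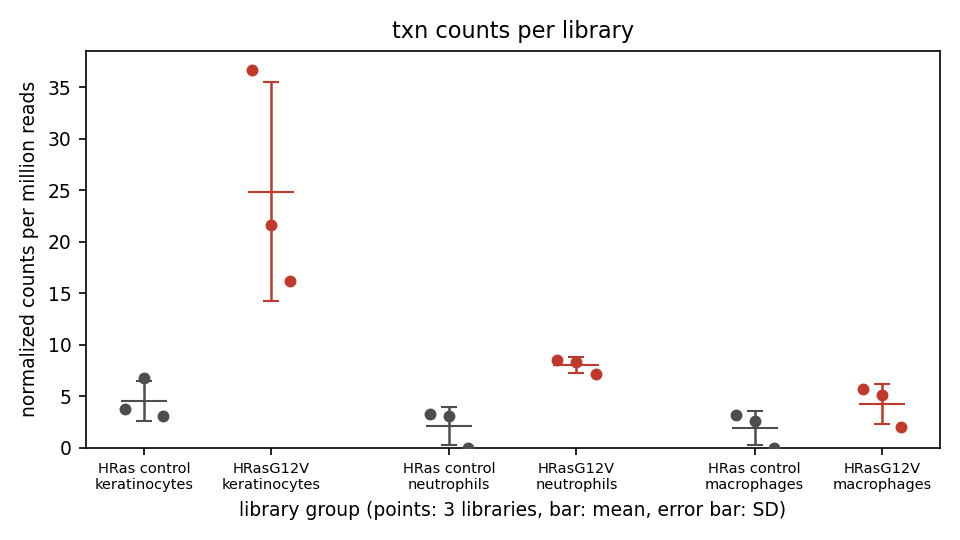
Normalized CPM of *txn* (y axis) in each library of the 6 groups (x axis); points are libraries, bars the mean of 3 and lines the SD. Keratinocyte HRas G12V libraries lay between 16.2 and 36.7 and neutrophil HRas G12V libraries between 7.14 and 8.52, above all control libraries of their cell type.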

### Thioredoxin Regulates Neutrophil Recruitment and Redox Balance in Damaged Tissues

To characterize the role of thioredoxin during tumor initiation, we generated a *thioredoxin (txn)* mutant using CRISPR/Cas9 gene editing. Despite its known role as an antioxidant, the role of thioredoxin during inflammation is unclear with both pro- and anti-inflammatory functions reported (18–21). We generated a zebrafish *txn* mutant harboring a 1bp insertion leading to a premature stop codon (**Figure 3A**). Western blotting of 3dpf larval lysates showed loss of the full-length protein in *txn* mutants (**Figure 3B**). *txn* ^-/-^ larvae appeared morphologically normal and developed similar neutrophil numbers compared to wildtype larvae (**Figures S2A, B**), suggesting that thioredoxin is not required for normal development.

**Figure 3:**
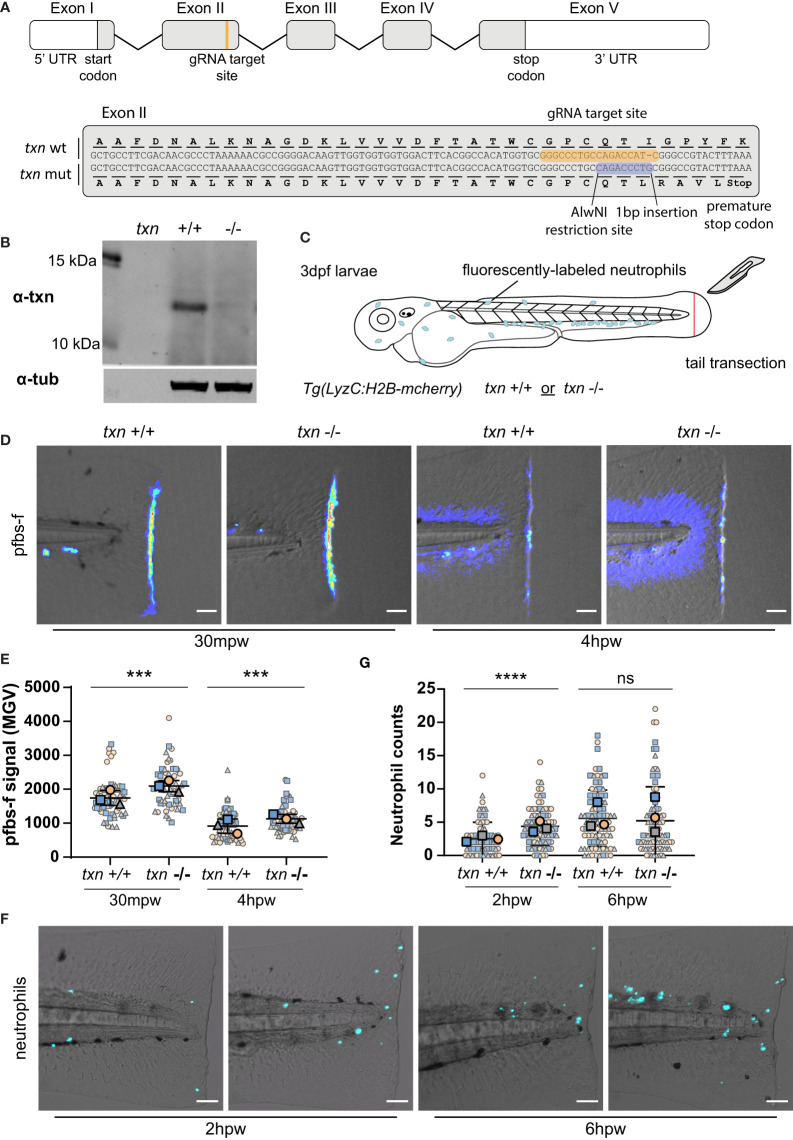
Thioredoxin regulates neutrophil recruitment and redox balance in damaged tissues. **(A)** Schematic of *txn* gene with annotations of gRNA target site and 1bp insertion identified in txn mutant larvae. **(B)** Western blot of Txn and αTubulin on whole lysates from *txn* wildtype and mutant larvae. **(C)** Schematic of tail transection assay to measure neutrophil recruitment and H_2_O_2_ abundance conducted on *txn* ^+/+^ Tg(*LyzC*:*H2B-mcherry*) or *txn* ^-/-^Tg(*LyzC*:*H2B-mcherry*) larvae 3dpf. **(D)** pfbs-f probe for H_2_O_2_ (1uM) in response to tail transection 30mpw (wt n=56, mut n=54) and 4hpw (wt n=51, mut n=51) with **(E)** quantification of signal density in region posterior to notochord. **(F)** Neutrophil recruitment in response to tail transection 2hpw (wt n=79, mut n=85) and 6hpw (wt n=87, mut n=90) with **(G)** quantification of neutrophil abundance in region posterior to notochord. Scale bar, 50um. Large, bolded shapes indicate average value per replicate (n), with small shapes representing data points from independent larvae. Samples were analyzed for statistical significance by Mann-Whitney U test (p < 0.001***, p < 0.0001****). ns, not significant.

Previous studies have shown that a gradient of H_2_O_2_ is generated early after wounding and regulates neutrophil recruitment (22–24). To determine if thioredoxin alters ROS signaling and neutrophil recruitment after tissue damage, we wounded control and thioredoxin-deficient zebrafish by tail transection at 72 hours post fertilization (hpf) (**Figure 3C**). We assayed H_2_O_2_ abundance using the fluorescent H_2_O_2_ sensor, pentafluorobenzene sulphonyl fluorescein (pfbs-f) and found that *txn* mutant larvae displayed increased H_2_O_2_ accumulation both 30 minutes and 4 hours post-wound (hpw) (**Figures 3D, E**). These findings suggest that thioredoxin regulates the redox balance of damaged tissues and that its deletion induces a more robust gradient of H_2_O_2_ at the wound edge.

To determine if increased wound-associated ROS altered neutrophil recruitment to wounds, we quantified neutrophil numbers at a wound in control and thioredoxin mutants. We observed a small increase in neutrophil infiltration at 2 but not 6hpw (**Figures 3F, G**), consistent with H_2_O_2_ providing an early recruitment cue (24). To determine if other neutrophil recruitment pathways are altered in thioredoxin mutants, we quantified expression of inflammatory cytokines. Loss of thioredoxin did not affect basal gene expression of inflammatory cytokines, including the neutrophil chemoattractants *cxcl8a and cxcl8b.1* (**Figure S2C**). Taken together, our findings suggest that thioredoxin limits neutrophil recruitment to wounds, likely through the modulation of H_2_O_2_ production.

Since neutrophils also show an increase in thioredoxin expression in response to transformed cell cues, we next wanted to determine if there were neutrophil-intrinsic changes that may contribute to increased neutrophil recruitment to wounds. To address this question we knocked down thioredoxin in human neutrophil-like HL60 cells using CRISPR/Cas9 gene editing (**Figure 4A**). We found that decreased thioredoxin expression in neutrophil-like cells generated more ROS in response to PMA stimulation, suggesting that thioredoxin has neutrophil intrinsic effects on ROS signaling (**Figures 4B, C**). However, these cells exhibited normal chemotactic migration including similar velocity to wild type cells (**Figures 4D, E**). In accordance with these findings, we also determined that neutrophil random migration speed in the head region of zebrafish larvae was similar between control and mutant, suggesting that intrinsic neutrophil function was not significantly altered in thioredoxin mutants (**Figures S3A, B**).

**Figure 4:**
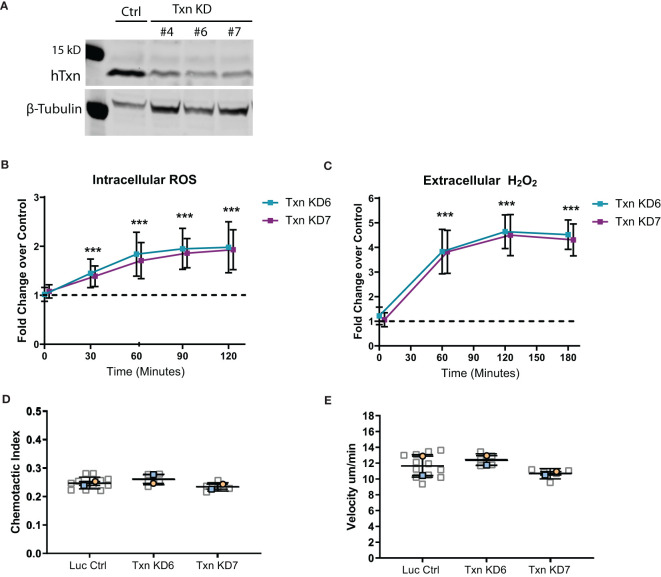
Thioredoxin depletion in a neutrophil-like cell line increases ROS but does not intrinsically affect motility. **(A)** Western blot of thioredoxin confirming CRISPR/Cas9 mediated txn knockdown in three HL60 clonal lines (KD4, KD6 and KD7) compared to luciferase control, with beta-tubulin as a loading control. **(B)** Quantification of intracellular ROS production (Carboxy-H2DCFDA probe) over time in txn knockdown lines compared to control (n=3). **(C)** Quantification of extracellular H_2_O_2_ production (Amplex Red/HRP Probe) over time in txn knockdown lines compared to control (n=3). **(D)** 2D chemotactic index and **(E)** mean track speed for txn knockdown lines compared to control (N = 2 repeats, n = 5-12 devices). Samples were analyzed for statistical significance *via* generalized estimating equation (GEE) fit to the log fold change with confidence intervals set to 95% coverage **(B, C)** or t-test **(D, E)** (p < 0.001***).

### Transformed Keratinocytes Exhibit Increased Proliferation and Reduced Apoptosis During Tumor Initiation in Thioredoxin Mutants

Due to very low survival of zebrafish larvae with HRas^G12V^ driven expression of transformed keratinocytes, we modified our model to express oncogenic KRas^G12V^ under the Krtt1c19e basal keratinocyte promoter (**Figure S4**). Increased expression of thioredoxin within KRas^G12V^ transformed keratinocytes was confirmed (data not shown). All experimental data were collected using this KRas-transformed keratinocyte model.

Previous studies have demonstrated that neutrophils regulate the proliferation of transformed cells in zebrafish larvae (7, 9). To determine the effect of *txn* on transformed cell fate, proliferation was assessed using EdU incorporation during S-phase. Constitutively-active KRas^G12V^ or WT KRas were expressed in basal keratinocytes in either *txn* ^+/+^ or *txn* ^-/-^ larvae (**Figure S4**). Quantification of EdU incorporation showed increased proliferation of transformed cells in the *txn* mutants, suggesting that thioredoxin inhibits early KRas^G12V^-driven proliferation *in vivo* (**Figures 5A, B**). We also found reduced caspase-3 staining compared to wildtype controls (**Figures 5C, D**) suggesting *txn* promotes transformed cell apoptosis. As loss of thioredoxin affects redox balance in the wounded fin (**Figures 3D, E**), we tested whether changes in redox signaling could be responsible for the proliferative phenotype. Using metabolic imaging, we quantified differences in redox signaling within and around transformed keratinocytes. We identified a trend towards a more oxidative state in *txn* mutants, but this was not statistically significant (data not shown). Our findings indicate that thioredoxin suppresses the transformed cell growth through multiple mechanisms during tumor initiation in zebrafish larvae.

**Figure 5:**
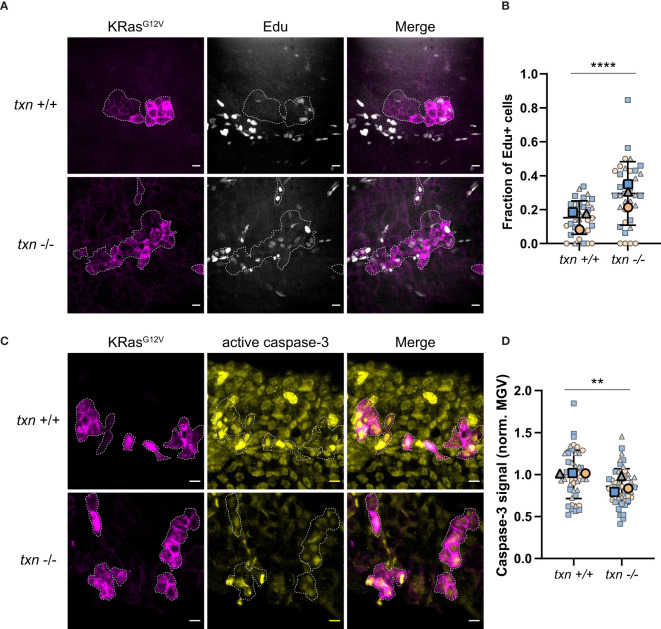
Transformed keratinocytes exhibit increased proliferation and reduced apoptosis during tumor initiation in *thioredoxin* mutants. **(A)** EdU staining (white) of *txn* ^+/+^ or *txn* ^-/-^ larvae with KRas^G12V^-expressing basal keratinocytes (magenta) at 3dpf. **(B)** Quantification of the frequency of EdU-positive KRas^G12V^-expressing basal cells 3dpf in *txn* wt (n=35) and mutant (n=35) larvae. **(C)** Cleaved caspase-3 immunofluorescence of *txn* ^+/+^ or *txn* ^-/-^ larvae. **(D)** Quantification of relative signal intensity within transformed cells 3dpf in *txn* ^+/+^ (n=45) and *txn* ^-/-^ (n=51) larvae. Scale bar, 10um. Large, bolded shapes indicate average value per replicate (n), with small shapes representing data points from independent larvae. Samples were analyzed for statistical significance *via* t-test (p < 0.001***, p < 0.0001****).

### Thioredoxin Affects Neutrophil Behavior Around KRas^G12V^-Transformed Keratinocytes

Cancer has been described as a wound that “does not heal”. Similar to a wound, early innate immune inflammation around transformed cells is mediated by redox signaling (6). In accordance with the wound response (**Figures 3F, G**), there was a small increase in neutrophil abundance around KRas^G12V^-expressing cells in the *txn* mutant larvae as compared to control larvae (**Figures 6A, B**). Additionally, live imaging of neutrophil behavior revealed neutrophils were slower on average around KRas^G12V^-transformed cells in *txn* null larvae (**Figures 6C, D**). To determine if this change in neutrophil behavior in the tumor microenvironment correlated with changes in inflammatory cytokines, we used TRAP and qPCR to analyze cytokine expression in KRas^G12V^-transformed keratinocytes. We found that *tnfα* expression was increased roughly two-fold within transformed cells in *txn* mutant larvae (**Figure 6E**). Basal TNFα expression was unaffected in *txn* mutants compared to WT larvae (**Figure S2C**). Therefore, thioredoxin impairs induction of TNFα inflammatory cytokine production during tumor initiation (**Figure 6E**). No change in keratinocyte gene expression was identified for neutrophil chemoattractants *cxcl8a and cxcl8b.1* in the thioredoxin mutants (**Figure 6E**). Taken together, our findings suggest that thioredoxin inhibits neutrophil recruitment and retention around transformed cells *in vivo*, possibly by regulating the redox status and cytokine production in the tumor microenvironment.

**Figure 6:**
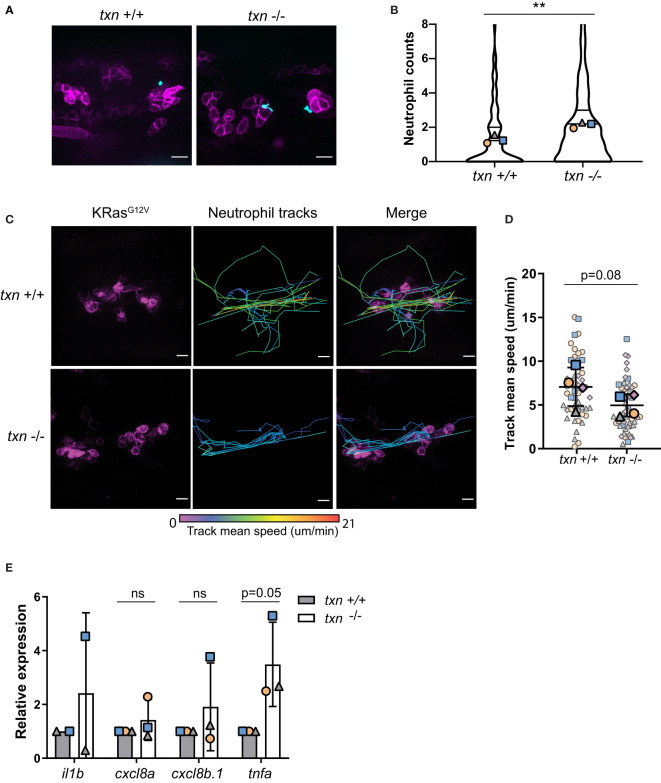
Thioredoxin affects neutrophil motility around KRas^G12V^-transformed keratinocytes. **(A)** Neutrophil (blue) recruitment around KRas^G12V^-expressing basal keratinocytes (magenta) in *txn* ^+/+^ Tg(*LyzC*:*H2B-mcherry*) or *txn* ^-/-^ Tg(*LyzC*:*H2B-mcherry*) larvae 3dpf. **(B)** Quantification of neutrophil abundance in *txn* wt (n=74) and mutant (n=116) larvae. **(C)** Stills from live imaging of neutrophil behavior around KRas^G12V^-expressing cells in *txn* wt and mutant larvae. Neutrophils were tracked across frames (1.5min/frame) and track color delineates instantaneous neutrophil velocity. **(D)** Quantification of average neutrophil speed in *txn* wt (n=4) and mutant (n=4) larvae. **(E)** TRAP-qPCR of KRas^G12V^-expressing genes assessing inflammatory cytokines *il1b*, *cxcl8a*, *cxcl8b.1*, *tnfa* (pool, 30 larvae/replicate, wt n=3, mut n=3). Scale bar, 10uM. Bolded shapes indicate average values per larvae, and small shapes represent instantaneous velocities of individual neutrophils. Samples were analyzed for statistical significance *via* Mann-Whitney U test **(B)** and t-test **(D, E)** (p < 0.01**). ns, not significant.

### Transformed Keratinocyte Proliferation Is Not Altered in Thioredoxin Mutants in the Absence of Neutrophils

Since we observed altered neutrophil behavior in thioredoxin-deficient larvae, we then tested the requirement of neutrophils for the increased proliferation of transformed keratinocytes. Neutrophils can produce proliferative factors such as IL-8 to directly promote tumor growth (11). It has been postulated that they can also release growth factors such as EGF, HGF, and PDGF (25).

To determine if the presence of neutrophils is necessary for the increase in proliferation in thioredoxin-deficient larvae, we inhibited neutrophil recruitment to transformed cells using an established model with impaired neutrophil function. A transgenic zebrafish line expressing a dominant inhibitory Rac2 mutation (Rac2D57N) in neutrophils renders neutrophils incapable of migrating out of the vasculature (26). In the Rac2D57N background, we found that thioredoxin deficient larvae had no increase in the proliferation of cells expressing KRas^G12V^ compared to WT KRas. Specifically, we found that the frequency of EdU-positive transformed cells between *txn* wildtype and mutant larvae were similar (**Figures 7A, B**). This is in contrast to our data showing an increase in EdU-positive KRas transformed-keratinocytes in the thioredoxin mutant when neutrophils are present (**Figures 5A, B**). Our findings suggest that the increase in transformed cell proliferation in *txn* ^-/-^ larvae requires the presence of neutrophils in the tumor microenvironment.

**Figure 7:**
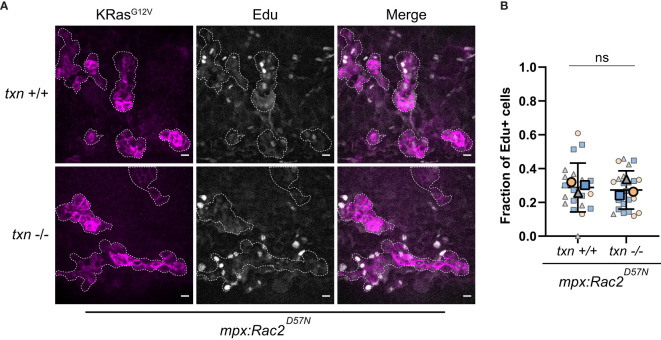
Transformed keratinocyte proliferation is not altered in *thioredoxin* mutants in the absence of neutrophils. **(A)** EdU staining (white) of neutrophil-deficient Tg(*mpx:Rac2^D57N^-mcherry*) *txn* ^+/+^ and Tg(*mpx:Rac2^D57N^-mcherry*) *txn* ^-/-^ larvae with KRas^G12V^-expressing basal keratinocytes (magenta) 3dpf. **(B)** Quantification of frequency of EdU-positive KRas^G12V^-expressing basal keratinocytes 3dpf in *Rac2^D57N^ txn* wt (n=21) and *Rac2^D57N^ txn* mutant (n=22) larvae. Scale bar, 10um. Bolded shapes indicate average value per technical replicate, with shaded values representing data points from independent larvae. Samples were analyzed for statistical significance *via* t-test ns, not significant.

## Discussion

Here, we report the results of a cell-specific translation profiling screen (TRAP-seq) designed to identify genes differentially expressed in the early tumor microenvironment using the larval zebrafish model. We identified significantly differentially expressed genes on a systemic level in neutrophils and transformed keratinocytes, but not macrophages. One of the most highly upregulated genes in both neutrophils and transformed keratinocytes was the redox regulator and antioxidant thioredoxin. We developed a zebrafish *thioredoxin* mutant line to investigate the role of this antioxidant in the early tumor microenvironment. Our findings support previous studies suggesting that redox regulators are key determinants of inflammation and progression in the tumor microenvironment.

Reactive oxygen species can modulate signaling pathways within the cell (27), as well as act as a chemotactic signal outside of the cell (24). Thioredoxin aids in dampening these ROS levels and thus can influence many signaling pathways in the tumor microenvironment. In our study, with both *in vitro* tissue culture *and in vivo* tissues, depletion of thioredoxin increased ROS signaling. In tumor progression, thioredoxin is typically found to be tumor-promoting (28–30). Our findings support a tumor suppressing role that limits transformed cell growth early in tumorigenesis. Therefore, thioredoxin may have a distinct role during tumor initiation as compared to more developed tumor models used in other studies. Furthermore, our data suggest that the presence of neutrophils in the TME are necessary for thioredoxin to elicit a tumor suppressing effect. A limitation of our study is that we were unable to determine the cell-type specific role of neutrophil thioredoxin on keratinocyte proliferation. Re-expression of cell-specific thioredoxin in *txn* mutant larvae resulted in an inactive protein (data not shown).

Thioredoxin can also alter inflammatory signaling in the tumor microenvironment. We found that expression of the inflammatory cytokine TNFα was increased in transformed cells in the absence of thioredoxin. Our findings are consistent with previous results showing that thioredoxin inhibits NF-κB activation, which drives cytokine production (19). Additionally, exogenous thioredoxin upregulates *tnfα* expression (20). It is possible that the increase in TNFα inhibits neutrophil motility in the TME, as we observed decreased neutrophil speed near transformed keratinocytes. Indeed, previous studies have shown that TNFα induces neutrophil arrest *in vitro* (31). Thioredoxin may also act as a direct neutrophil chemoattractant *in vitro* and *in vivo* (20). However, our own experimental data has shown no evidence of this (data not shown). In fact, there is controversy in the field as thioredoxin has also been shown to protect against neutrophilic inflammation (32). Our data support an inhibitory role for thioredoxin since thioredoxin limited neutrophil recruitment and retention around transformed cells (**Figures 6B, D**). Overall, our data indicate thioredoxin, in the context of early KRas-induced transformation *in vivo*, is inhibitory to inflammatory gene expression and neutrophil motility.

Recent studies have highlighted the importance of understanding neutrophil function in the tumor microenvironment. Many studies have supported a pro-tumor role of neutrophils (4). However how tumor initiation affects neutrophil function remains less clear. Recent work from other cancer models has shown that neutrophils change in the tumor microenvironment and this can be detected by changes in gene expression (33, 34). Our findings suggest that these gene expression changes occur even in the early tumor microenvironment. Thus, oncogenic activation is associated with a systemic shift in neutrophil gene expression, suggesting that neutrophils may provide an early systemic rheostat of tumorigenesis. In the zebrafish model system, we can monitor *in vivo* changes in neutrophil behavior in the tumor microenvironment. Our findings also show that neutrophils are highly dynamic in the early TME, with recruitment very early after oncogenic transformation. Neutrophil migratory behavior changes during the course of tumor development in mouse models, with early stage tumors inducing migration of bone marrow-derived neutrophils and late stage tumors inducing slower, immunosuppressive neutrophil migration (10). Thus, neutrophil motility in the TME can be an indicator of oncogenic activation and tumorigenesis.

In summary, neutrophils in the early tumor microenvironment exhibit changes in their gene expression profile. It remains unclear what specific tumor signals are responsible for inducing these changes in neutrophil gene expression. Our findings suggest that thioredoxin is likely one of many factors that alters neutrophil behavior in the tumor microenvironment. Identifying factors that alter neutrophil behavior will be important for understanding what drives a neutrophil pro-tumor vs anti-tumor phenotype.

## Methods

### Zebrafish Maintenance and *txn* ^-/-^ Line Generation

Zebrafish lines were maintained as previously described (35). To generate *txn* ^-/-^ line, 400pg Cas9 protein (PNA Bio, CP01-50) and 200pg gRNA targeting *txn* exon II were microinjected into one-cell stage NHGRI-1 background. gRNA primers (**Table 1**) and PCR was conducted according to CRISPRscan method (36) and gRNA was synthesized *in vitro* using HiScribe T7 kit (NEB, E2050S) and purified using *mir*Vana miRNA Isolation kit (ThermoFisher, AM1561). CRISPR efficacy in 3dpf F_0_ chimeras was assessed *via* Indel Detection and Amplicon Analysis (IDAA) (40) (**Table 1**). F_0_ chimeras were raised to adulthood and a 1bp insertion was identified *via* IDAA in F_1_ progeny indicating germline mutation of *txn* in the F_0_ generation. The gRNA target region was cloned using the TOPO TA Cloning kit (Life Technologies, 450030) (**Table 1**) and sequenced *via* Sanger sequencing (Functional Biosciences) confirming a 1bp insertion in *txn* exon II. F_1_ *txn* heterozygotes were genotyped *via* PCR (**Table 1**) followed by AlwNI restriction enzyme digestion (NEB, 101229-066). *txn* ^-/-^ and *Tg(LyzC:H2B-mcherry) txn* ^-/-^ lines were generated *via* incrossing and screened using the *txn* genotyping protocol above.

**Table 1:** Primer information.

Species	Primer name	Sequence	Use	Reference
Zebrafish	txn-gRNA1.2-F	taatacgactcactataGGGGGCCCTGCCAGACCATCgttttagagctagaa	CRISPR gRNA generation	–
Zebrafish	gRNA-R constant	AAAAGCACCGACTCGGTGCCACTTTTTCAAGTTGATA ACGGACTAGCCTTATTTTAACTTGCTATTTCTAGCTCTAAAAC	CRISPR gRNA generation	(36)
Zebrafish	M13-txn-F	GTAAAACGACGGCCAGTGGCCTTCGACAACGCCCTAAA	*Txn* genotyping, cloning into TOPO vector, IDAA	–
Zebrafish	txn-R2	AAGCTATTCTCCGCCGGTTG	*Txn* genotyping, cloning into TOPO vector, IDAA	–
Zebrafish	il1b-F	GCCTGTGTGTTTGGGAATCT	RT-qPCR	(6)
Zebrafish	il1b-R	TGATAAACCAACCGGGACAT	RT-qPCR	(6)
Zebrafish	cxcl8-l1-F	GTCGCTGCATTGAAACAGAA	RT-qPCR	(37)
Zebrafish	cxcl8-l1-R	CTTAACCCATGGAGCAGAGG	RT-qPCR	(37)
Zebrafish	cxcl8-l2-F	GCTGGATCACACTGCAGAAA	RT-qPCR	(37)
Zebrafish	cxcl8-l2-R	TGCTGCAAACTTTTCCTTGA	RT-qPCR	(37)
Zebrafish	tnfa-F	GCGCTTTTCTGAATCCTACG	RT-qPCR	(38)
Zebrafish	tnfa-R	TGCCCAGTCTGTCTCCTTCT	RT-qPCR	(38)
Zebrafish	rps11-F	TAAGAAATGCCCCTTCACTG	RT-qPCR	(37)
Zebrafish	rps11-R	GTCTCTTCTCAAAACGGTTG	RT-qPCR	(37)
Human	Luc 1	ACAACTTTACCGACCGCGCC	CRISPR	(39)
	Exon 6		gRNA	
Human	Txn	CCTTTATAAACTGGCACGCC*CGG*	CRISPR	Designed with CRISPOR
	Exon 1		gRNA	
Human	Txn	GAGTCTGACGAGCGGCTGTA*AGG*	CRISPR	Designed with CRISPOR
	Exon 1		gRNA	

To generate an anti-*txn* antibody, full-length zebrafish *txn* was cloned into pTrcHis and expressed in BL21 *E. coli*. His-tagged *txn* was extracted from bacterial lysates using nickel-nitrilotriacetic acid (Ni-NTA) resin (Qiagen, 30410) and subsequently used for anti-sera production in rabbits (Covance). Txn protein depletion was confirmed *via* Western blot using lysates from 30 *txn* ^+/+^ or *txn* ^-/-^ larvae 3dpf. Briefly, larvae were manually deyolked *via* pipette aspiration in Ca^2+^-free Ringer’s solution and lysate generated *via* sonication in lysis buffer (20mM Tris pH 7.6, 0.1% Triton X-100, 0.2mM phenylmethylsulfonyl fluoride (PMSF), 1μg/ml Pepstatin, 2μg/ml Aprotinin, 1μg/ml Leupeptin). Lysates were clarified *via* centrifugation and loaded on a 6-20% SDS-polyacrylamide gel prior to transfer to nitrocellulose and probing with anti-*txn* antisera.

### Plasmid Microinjection

pTol2-krt4-RFP-HRas, pTol2-krt4-RFP-HRas^G12V^, and pTol2-krt4-L10a-EGFP constructs used in TRAP RNA-sequencing experiment were generated as previously described (7). pTol2-krtt1c19e-KRas^G12V^-mcherry, pTol2-krtt1c19e-KRas^G12V^-GFP, and pTol2-krtt1c19e-L10a-GFP were cloned *via* PCR of inserts containing the gene of interest and homologous recombination into pTol2 vectors using the In-Fusion HD cloning kit (Clontech, 638911). All constructs microinjected contained Tol2 transposable elements thus allowing incorporation of the relevant promoter and gene-of-interest into the zebrafish genome (41).

Embryos at 1-cell stage were microinjected as previously described (7) with 3nl injection mix containing 37.5ng relevant plasmid, indicated in figure legend, and 52.5ng *tol2* mRNA. Injected embryos were incubated at 28.5°C in E3 media (5mM NaCl, 0.17mM KCl, 0.33mM CaCl_2_, 0.33mM MgSO_4_) containing 0.2mM N-phenylthiourea (PTU) to inhibit pigment formation (Sigma, P7629). Larvae were anesthetized with 0.2mg/ml Tricaine (Pentair, trs1) in E3 3dpf and screened for transgene expression using Zeiss Stereo Zoom Microscope (EMS3/SyCoP3; Plan-NeoFluar Z objective).

### Translating Ribosome Affinity Purification

Larvae were microinjected and screened 3dpf for transgene expression as described above. Microinjections for TRAP-RNA-sequencing included either control pTol2-krt4-RFP-HRas or oncogenic pTol2-krt4-RFP-HRas^G12V^ constructs injected with pTol2-krt4-GFP-L10a in wildtype larvae, or into *Tg(LyzC : EGFP-L10a)* or *Tg(mpeg1:EGFP-L10a)* larvae (13) for keratinocyte, neutrophil, or macrophage-specific expression profiling, respectively. For TRAP-qPCR experiments, control pTol2-krtt1c19e-mcherry-KRas or oncogenic pTol2-krtt1c19e-mcherry-KRas^G12V^ was injected into *txn* ^+/+^ or *txn* ^-/-^ larvae in conjunction with the TRAP construct pTol2-krtt1c19e-EGFP-L10a. Following microinjection, larvae were screened for transgene expression 3dpf and subsequently stored at -80°C in minimal residual media. The TRAP lysis and ribosome immunoprecipitation procedure was conducted as previously reported (13) using 50 larvae per condition per replicate. Immunoprecipitated mRNA was extracted from polysomes following Trizol (ThermoFisher, 15596026) manufacturer recommendations. 70% ethanol was added to the aqueous layer at 1:1 ratio and mRNA was purified using the RNAqueous Micro kit (ThermoFisher, AM1931).

### RNA Sequencing and Analysis

cDNA libraries were generated from aforementioned TRAP samples as previously described (16) and sequenced on an Illumina HiSeq system. An average of 23 million single-end reads were generated and aligned to zebrafish reference genome GRCz10 using Bowtie v1.1.1 (42). Transcript abundance was quantified using RSEM v1.2.20 (43) and differential expression between conditions was assessed using DESeq2 (44). To control for possible batch effects, the design formula “ ~ replicate + condition” was used for DESeq2’s generalized linear model, where “condition” was the combination of cell type and treatment (control or oncogenic construct) for each sample. Statistical testing for differential expression within each cell type was performed using the Wald test implemented in the DESeq2 package and genes with a Benjamini–Hochberg corrected P value (FDR) ≤ 0.05 were considered statistically significant. Zebrafish genes were matched to human orthologs using BioMart and Hallmark gene set differences assessed *via* Gene Set Enrichment Analysis (45). *Txn* transcript levels in human tumors samples from The Cancer Genome Atlas (TCGA) were assessed using Firebrowse (http://firebrowse.org/).

### qPCR

mRNA isolated *via* TRAP was DNAse treated (Promega, M6101) for 30 min at 37°C. cDNA was synthesized using SuperScript III First-Strand Synthesis kit (ThermoFisher, 18080051) according to manufacturer specifications. Sybr green (Roche) qPCR master mix was used to quantify *il1b*, *cxcl8a*, *cxcl8b.1*, and *tnfa* gene expression in addition to *rps11* expression as a normalization control (**Table 1**). qPCR reactions were run on a Lightcycler (Roche) and Cq values were quantified from Lightcycler software and normalized to housekeeping gene *rps11*.

### Neutrophil Migration Movies

Neutrophil behavior in response to basal transformation was carried out in LyzC-H2B-mcherry *txn* mutant lines. These lines were injected with pTol2-krtt1c19e-KRasG12V-GFP as described. Locations with 30-40 transformed cells within the FOV of 40x objective were selected. Timelapse images were taken at 90 second intervals for 2.5 hours on a Zeiss spinning disk confocal (Yokogawa, CSU-X) microscope with Photometrics Evolve EMCCD camera. Neutrophils were tracked with Imaris analysis software and mean track speed was calculated.

Neutrophil random migration was assessed in unstimulated LyzC-H2B-mcherry *txn* wildtype and mutant lines. Timelapse images were taken at 90 second intervals for 2.5 hours using a 10x objective on a Zeiss spinning disk confocal (Yokogawa, CSU-X) microscope with Photometrics Evolve EMCCD camera. Neutrophils were tracked with Imaris software and mean track speed was calculated.

### Tail Transection Assays – pfbs-f ROS Probe and Neutrophil Recruitment

Hydrogen peroxide abundance was assessed with the probe pentafluorobenzenesulfonyl fluorescein (pfbs-f) (Santa Cruz, sc-205429). Tail transection was conducted 3dpf (**Figure 2C**) with a sterile scalpel blade in a solution of 1uM pfbs-f and 0.2mg/ml Tricaine in E3. 30 minutes post-wound (mpw) and 4 hours post-wound (hpw), transected tails were imaged at 20x magnification *via* spinning disk confocal microscopy (Yokogawa, CSU-X). Pfbs-f mean gray value was quantified from maximum intensity projections in an outlined region-of-interest posterior to the notochord extending to and encompassing the wound margin.

To assess neutrophil abundance, *Tg(LyzC:H2B-mcherry) txn* ^+/+^ and *Tg(LyzC:H2B-mcherry) txn* ^-/-^ larvae 3dpf were wounded as above in 0.2mg/ml Tricaine in E3. Neutrophil abundance posterior to the notochord was assessed 2hpw and 6hpw *via* spinning disk confocal microscopy (Yokogawa, CSU-X) at 20x magnification.

### HL60 Cell Culture

HL-60 cells were maintained in RPMI 1640 1X with l-glutamine and 25 mM HEPES (Corning 10-041-CV) supplemented with 10% heat-inactivated fetal bovine serum (FBS; HyClone, SH30071.03) and 1X penicillin–streptomycin (Corning; 30-002-CI) at 37°C, 5% CO_2_.

All HL60 cells were differentiated in RPMI 1640 complete media supplemented with 1.3% DMSO (Sigma-Aldrich; D2650) at a density of (3–4) × 10^5^ cells/ml in 10 ml for 6 d at 37°C, 5% CO_2._

### Thioredoxin Knockdown in HL60 Neutrophil-Like Cells

Guide RNAs (gRNAs) were designed against early exons of target genes using the Crispor tool (46) (**Table 1**). The gRNAs with highest specificity and lowest off-target likelihood were chosen and synthesized by IDT as Alt-R synthetic single guide RNA (sgRNA). For generation of thioredoxin knockout cell lines, two individual gRNAs targeting the same exon about 100 base pairs apart were simultaneously transfected. gRNAs targeting the Luciferase gene were utilized as a control. HL60 cells were transfected with ribonucleoprotein (RNP) complexes, FACS sorted, and expanded as previously described (47).

Western blotting was conducted to confirm protein knockdown in the generated HL60 cell lines. Cell pellets were collected and lysed in 1X RIPA buffer (50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS) with 1X Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Scientific; 78840) for 30 min on ice. Lysates were sonicated for three cycles at 20% amplitude (5 s on, 10 s off) and cleared by centrifugation at 15,000 × *g*, 4°C for 15 min. Protein concentrations were determined using the Pierce BCA Protein Assay (Thermo Scientific; 23225) and samples stored at −80°C. Protein (20–30 µg) was heated in 4X Bolt LDS Sample Buffer (Invitrogen; B0007) with 10X Bolt Sample Reducing Agent (Invitrogen; B0004) for 10 min at 70°C. Samples were loaded into precast Bolt 4–12% Bis-Tris Plus Gels (Invitrogen) and run for 35 min at 200 V in 1X Bolt MES SDS Running Buffer (Invitrogen; B0002). Proteins were transferred onto nitrocellulose membranes for 60 min at 90 V. Membranes blocked with 5% milk in TBS-0.1% Tween 20 (TBS-T) for 1 h at RT. Membranes were washed and inverted onto primary Txn antibody (Sigma, SAB1409783) in 5% milk TBS-T overnight at 4°C. After washing, the membranes were incubated in anti-mouse secondary antibody (Invitrogen, A-21131) for 60 min at RT. Membranes were washed and scanned on an Odyssey scanner (LICOR) at 700 and 800 nm wavelengths. Images were analyzed in Image Studio software (LICOR).

### *In Vitro* Neutrophil Assays- Reactive Oxygen Species Production and Chemotaxis

Intracellular ROS production was quantified using the ROS indicator Carboxy-H2DCFDA (Invitrogen, C400). HL60 cells were differentiated as described above, then re-suspended in 0.5%HSA-PBS for 2.5 hours to serum starve. Cells were incubated for 30 minutes at 37°C in PBS containing 20uM Carboxy-H2DCFDA, spun down, and re-suspended in 0.5%-HSA-HBSS. Cells were plated into a fibronectin coated (10ug/mL) black 96-well plate at 100k cells per well. A 2X PMA solution was added to each well to achieve a final concentration of 1ng/mL PMA. Fluorescence was read every 30 minutes for two hours using the Victor3V microplate reader using the 485nm/535nm filter (PerkinElmer).

Extracellular H_2_O_2_ production was assessed using the Amplex Red/HRP probe (Invitrogen, A22188) as previously described (48). Briefly, 100uL of the reaction mixture containing 50uM Amplex Red and 0.1U/mL HRP was added to each well of a white 96-well plate coated with fibronectin (10ug/mL). The plate was incubated for at least 10 minutes at 37°C. Differentiated HL60 cells were re-suspended in Krebs-Ringer buffer at 750k/mL and plated at 20uL/well. Absorbance was read every hour for 3 hours at 570nm using the Victor3V microplate reader (PerkinElmer).

Chemotaxis was assessed using a microfluidic device as described previously (49). In brief, polydimethylsiloxane devices were plasma treated and adhered to glass coverslips. Devices were coated with 10 μg/mL fibrinogen (Sigma) in PBS for 30 min at 37°C, 5% CO_2_. The devices were blocked with 2% BSA-PBS for 30 min at 37°C, 5% CO_2_, to block non-specific binding, and then washed twice with mHBSS. Cells were stained with calcein AM (Molecular Probes) in PBS for 10 min at room temperature followed by resuspension in modified Hank’s balanced salt solution (mHBSS). Cells were seeded at 5 × 10^6^/mL to allow adherence for 30 min before addition of chemoattractant. Then, 1 μM fMLP (Sigma) was loaded onto the devices. Cells were imaged for 45–90 min every 30 s on a Nikon Eclipse TE300 inverted fluorescent microscope with a 10× objective and an automated stage using MetaMorph software (Molecular Devices). Automated cell tracking analysis was done using JEX software (50) to calculate chemotactic index and velocity.

### EdU Proliferation Assay and Immunofluorescence

pTol2-krtt1c19e-KRas^G12V^ injected *txn* ^+/+^ or *txn* ^-/-^ larvae were treated with 250uM EdU (ThermoFisher, C10338) for 6.5hrs at 28°C in E3 + PTU 3dpf. Larvae were fixed in formaldehyde buffer (100mM PIPES, 1mM MgSO_4_, 2mM EGTA, 1.5% formaldehyde, 0.2mg/ml Tricaine) in E3 and stored at 4°C. Fixation buffer was exchanged for methanol and larvae were placed at -20°C overnight. Samples were rehydrated in a sequence of methanol dilutions (75% methanol:25% PBSTx (0.2% Triton X-100), 50% methanol:50% PBSTx, 25% methanol:75% PBSTx), washed in PBSTx, and blocked for 3 hours in blocking buffer (1.5% v/v sheep serum, 1% w/v BSA, 0.2% Triton X-100 in PBS) mixing *via* nutator. Alexa Fluor 555 azide conjugation was conducted according to Click-it manufacturer specifications (ThermoFisher, C10338) in 350μl at 4°C overnight on rocker. Antibody staining was utilized to allow for visualization of GFP-Kras-expressing cells. Samples were washed twice in PBSTx and blocked once in blocking buffer prior to primary rabbit α-GFP Ab treatment (ThermoFisher, A11122). Primary antibody treatment was incubated in 350μl at 1:200 dilution in blocking buffer for 4 hours at room temperature. Samples were washed twice in PBSTx, twice in blocking buffer and treated with secondary donkey α-rabbit AF488 (Jackson ImmunoResearch, 711-545-152) in 350ul at 1:250 dilution in blocking buffer overnight at 4°C. Samples were washed 6 times in PBSTx prior to imaging *via* confocal microscopy. EdU-positive cells were manually quantified in FIJI or Imaris.

Active caspase-3 staining was conducted as above, omitting EdU and Alexa Fluor 555 azide treatment. Primary antibody staining utilized rabbit α-active caspase-3 (BD Pharmingen, 559565) at 1:300 dilution and secondary staining used donkey α-rabbit Dylight 405. Images were obtained *via* confocal microscopy and intracellular active caspase-3 mean gray value was calculated in FIJI.

### Statistical Analysis

Statistical analyses were performed on at least three independent experimental replicates, unless otherwise indicated in the figure legend. For all experiments except neutrophil speed assays, data points represent measurements from individual larvae. Replicate number is distinguished by differential data point color and shape, with the mean replicate value presented in bold. For neutrophil speed experiments, data points represent values from a given neutrophil, whereas bolded data points display the average neutrophil speed for a given larvae. Data were tested for normality with Shapiro-Wilk test (p<0.05). Statistical significance (p<0.05) was calculated by t-test or Mann-Whitney U test for normally or non-normally distributed data, respectively, in R version 3.6 and graphed in GraphPad Prism version 9 using measurements from individual larvae as the sampling unit.

For *in vitro* quantification of ROS production, statistical analyses were performed using a generalized estimating equation (GEE) fit to the log background corrected fold change to estimate the effect associated with each Txn-knockdown cell line relative to the control. Model assumed Gaussian distribution and were analyzed using R v3.6.2.3 and the associated *geepack* package. Statistical significance was pre-defined as p< 0.05 with confidence intervals set to 95% coverage. For *in vitro* cell tracking experiments, statistical significance (p<0.5) was determined by one-way ANOVA in GraphPad Prism version 9.

## Data Availability Statement

The data presented in the study are deposited in the GEO repository, accession number GSE193591.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of University of Wisconsin.

## Author Contributions

BK and AH conceived and designed experiments. BK, MG, GR, CD, DB, JR, SM, and AH conducted the experiments and analysis. AH, MG, and BK prepared the figures and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

The authors would like to acknowledge NIH/NCI R01 CA085862 to AH and T32AI055397 to MG.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

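Translating ribosome affinity purification followed by RNA sequencing was analysed in 18 libraries from zebrafish larvae 3 days post-fertilization, each made from about 50 pooled larvae. Keratinocytes, neutrophils and macrophages each had 3 libraries with HRas control and 3 with HRas G12V in keratinocytes. The groups follow the sample labels. The paper states that larvae were collected on 3 separate days, and the replicate number was taken as the day. After cell type and construct were removed, the 9 pairs of libraries of the same cell type and replicate correlated with Pearson's r between 0.0203 and 0.328 across 4354 genes (median 0.0963), with 4 pairs over 0.1, where genes are not independent replicates. The day was kept as a term in the model, as in the study.

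The authors aligned single-end reads to GRCz10 with Bowtie v1.1.1 and quantified 31953 Ensembl genes with RSEM v1.2.20. The deposited values are expected counts, TPM and FPKM as RSEM wrote them, and the annotation release is not stated in the paper's text. Expected counts are not whole numbers because RSEM divides reads among genes, and they were rounded. Of the genes, 26121 have a symbol and 5832 have none, and 4140 share their symbol with another gene. The totals, and the counts outside the 10 most abundant features, are given with the library description in the text. With 3 libraries per group, the precision of a fold change is set by the spread between libraries, given as a standard error, and not by counting error.

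Counts were analysed with edgeR 4.0.16 in R 4.3.3. The filter of edgeR's filterByExpr over the 6 groups kept 14685 genes, TMM factors were computed, and 1 quasi-likelihood model was fitted to all libraries with 6 groups and 3 days. Contrasts were HRas G12V against HRas control in each cell type, the pairwise differences of these effects between cell types, and each cell type against the mean of the others. Adjusted p-values are Benjamini-Hochberg values over all genes tested, with a threshold of 0.05, and the prior count of fold changes is 0.125. Genes changed over 2-fold were taken on the fold change alone. Overlaps were compared with 10000 random draws matched on mean expression, with a fixed seed. For a single gene, an exact permutation test of 3 libraries against 3 was added, whose smallest two-sided p is 0.1.

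Gene lists were written by hand from general knowledge of zebrafish genes. The tissue lists were prompted by the muscle and photoreceptor genes of Figure 2C, a result from these same libraries. The Hallmark sets and the human orthologs of the study were not used here. Of the lists, 4 cover pathways (IL6-Jak-Stat3, Tnfα and NF-κB, antioxidant, cell cycle), and the others cover tissues: skeletal muscle, photoreceptor, neutrophil and pan-leukocyte genes outside Figure 2C, macrophage and keratinocyte genes outside Figure 1B, and cardiac muscle, lens, neuron, erythroid, and liver and gut genes. They were tested on voom-transformed counts with camera and fry in limma 3.58.1. Camera was run with a preset correlation of 0.01 and with a correlation estimated from the data. Each test of HRas G12V was adjusted over the family of 12 pathway or 33 tissue tests. The genes drawn in Figure 2C and named in the Figure 1B legend formed further lists.

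The text names *txn*, the genes of the Figure 1B legend, the cytokines that the study measured by qPCR, and in each cell type up to 5 genes per direction with the smallest adjusted p among those past the threshold, or the 3 with the smallest p where none was. Within a hand-written list it names the 3 genes with the highest mean count. Symbols were matched to the gene names provided with the files and to synonyms in a RefSeq table. *mpx* was not analysed here, and symbols shared by several genes were left out of counts over the figures' genes.

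The model was tested on simulated data, in which 200 of 14685 genes were changed 8-fold in keratinocytes. Of these, 187 (93.5%) were recovered, with 3 false calls in keratinocytes, 1 in neutrophils and 1 in macrophages. The changed genes were drawn only from those with more counts. Apart from that change, the simulated means did not differ between cell types or days, and no library was made an outlier. These figures thus do not cover genes with few counts, smaller changes or calls that rest on 1 library. A simulated list of 50 genes shifted by 1 on the log2 scale had a camera p of 3.93e-27, and 0 of 40 unshifted lists had a p under 0.05.

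The alternatives were DESeq2's size factors in the edgeR fit, no normalization beyond library size, all genes with at least 1 count, genes with a mean of at least 50 counts, DESeq2 1.42.0 with the study's design, with and without a prior on its coefficients, no replicate block, only the 6 libraries of a cell type, a prior count of 2, counts not rounded, fry, and each library or day left out in turn. The fit without the 10 most abundant features and the marker means without macrophage HRas control replicate 3 were added after the data had been seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No genome sequence was used, so GC content was not tested. The qPCR, imaging and human tumor data of the paper are not part of these libraries and were not analysed here.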

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

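The gene lists, the comparisons and the alternatives were set before the data were examined. The tissue lists were prompted by the muscle and photoreceptor genes that Figure 2C names, and that figure was made from these same libraries. Leaving out the Figure 2C genes does not make the muscle result in keratinocytes or the photoreceptor result in neutrophils independent of it. The tests of one common increase of the muscle genes, the test of neutrophil HRas control replicate 2 and the other splits of the samples for the lists and for the differences between cell types were chosen only after the result was seen.

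The effect of HRas G12V differed between cell types for some genes, by a test of the difference itself in edgeR. Between neutrophils and keratinocytes 10 genes passed the threshold (si:dkeyp-3b12.9, hsc70, ACTA1, myl10, EEF1A1, hspa1b, tpm4a, TNNC1, actc1c and 5_8S_rRNA), between neutrophils and macrophages 13 (GNAT2, 5_8S_rRNA, gnb3b, EEF1A1, hsc70, RHOG, acta2, OPN1SW, ENSDARG00000101427, opn1lw2, rp1l1b, HSPA8 and PDE6C), and between keratinocytes and macrophages 2 (rasip1 and DES). Leaving out 1 day moved these counts to between 2 and 21, between 7 and 22, and between 2 and 13. The counts at the extremes were 2 without replicate 3 and 21 without replicate 1 for neutrophils and keratinocytes, 7 without replicate 3 and 22 without replicate 2 for neutrophils and macrophages, and 13 without replicate 2 for keratinocytes and macrophages. Of the 10 splits of the samples, only the real one gave as many genes for the first 2 pairs (1 of 10 each), while 6 of 10 splits gave as many for keratinocytes and macrophages. With 10 splits a share under 0.05 cannot be reached, so the real grouping and chance cannot be told apart by this count. Several of the genes named rested largely on 1 library. For si:dkeyp-3b12.9, keratinocyte HRas G12V replicate 2 held 100% of the HRas G12V level, and neutrophil HRas control replicate 3 held 85% of the control level. Neutrophil HRas G12V replicate 1 held 89.4% of the HRas G12V level of 5_8S_rRNA. The gene hspa1b held 87.3% of its control level in neutrophil HRas control replicate 2. The genes hsc70, EEF1A1, RHOG and HSPA8 held over 90% of their control level in that same library. Without replicate 2, which includes that library, 2 of the 10 genes named, 6 of the 13 and 1 of the 2 still passed; without replicate 1 it was 8, 8 and 0, and without replicate 3 it was 2, 4 and 2. Without replicate 2 the differences from macrophages were −2.52 for hsc70, −3.68 for EEF1A1 and −1.57 for HSPA8, none past the threshold, and RHOG had too few counts to be tested. The muscle genes among those named belong to the muscle increase in keratinocytes, and the photoreceptor genes to the decrease in neutrophils, which are weighed on their own. The test covers the difference in fold change for the genes named. Whether the response of the cells themselves lies behind it stays open.

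Skeletal muscle genes were higher in keratinocyte HRas G12V libraries, in genes that the paper does not discuss. Of 62 genes tested, 57 were higher, with a median log2 fold change of 0.984 (0.908 with genes at the floor at their bound), higher on 3 of 3 days (0.62, 1.11 and 0.91). The adjusted p was 2.26e-17 with camera, 0.0337 with the estimated correlation and 0.0196 with fry, over 33 tests, and from 1.21e-15 to 6.16e-11 in camera with 1 day left out. None of these genes is in Figure 2C, 2 are in another list, and 41 had a mean of at least 10 counts in keratinocyte HRas control libraries. The real split was the only one of 10 with as small a p (1 of 10). Gene length is excluded as the cause: over the 100 genes nearest in length, the muscle genes were still higher by a median of 0.974, and 57 of 62 lay above genes of their length. More muscle RNA carried over into these libraries is a candidate explanation. The 10 most abundant muscle genes had a median of 1.05 and 9 of them were higher. They belong to the same list, so this cannot tell carry-over from expression. The changes of these 10 genes alone differed by no more than their standard errors allow under one common increase of 0.913 (Cochran's Q 11.6 on 9 degrees of freedom). Over all 62 genes one common increase is excluded (Q 150 on 61 degrees of freedom, changes from −0.448 to 4.52), and so it is over the 41 with a mean of at least 10 counts (Q 110 on 40 degrees of freedom). All genes that Figure 2C shows higher in keratinocytes, chosen on these libraries, had a median of 1.99. They include genes other than muscle genes, such as *txn* and *il1b*, so this is not a muscle median. The muscle genes *myl10*, *DES* and *TNNC1* among them had 4.24, 3.48 and 3.42 (standard errors 0.589, 0.437 and 0.448). One common fold change of all muscle genes is thus excluded. Carry-over of muscle RNA stays open, since it need not raise all genes of the list by the same fold. Both TTN genes, the most abundant by mean count, changed by 0.00 (ENSDARG00000000563) and 0.14 (ENSDARG00000028213). The list was also higher in macrophages (52 of 62 genes, median 0.569, camera adjusted p 6.78e-06, fry 0.227) and not in neutrophils (27 of 62, median −0.0725). Expression of muscle genes by HRas G12V keratinocytes was not tested and stays open beside carry-over.

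Blood cell genes were higher in the neutrophil libraries of larvae with HRas G12V keratinocytes. The neutrophil list had a median of 1.19 (1.01 with genes at their bound; 17 of 18 genes; camera adjusted p 7.73e-09, fry 0.0189, estimated correlation 0.0289), the pan-leukocyte list 0.748 (0.72 with bounds; 20 of 23 genes; camera 8.89e-09, fry 0.0196, estimated 0.0414) and the erythroid list 0.796 (11 of 12 genes; camera 2.4e-05, fry 0.0286, estimated 0.0586), each higher on 3 of 3 days. Each was the only one of 10 splits with as small a p (1 of 10). Of the genes tested, 8 of 18, 11 of 23 and 5 of 12 had a mean of at least 10 counts in neutrophil HRas control libraries, and 2 neutrophil genes and 1 pan-leukocyte gene are in another list. The neutrophil list was also higher in macrophages (15 of 18 genes, median 0.801, camera adjusted p 0.00272, fry 0.16) and in keratinocytes (14 of 18 genes, median 0.687, 0.137 with bounds, camera 0.0339, fry 0.279), and its difference between neutrophils and macrophages had a camera adjusted p of 0.0061 and 0.254 in fry. The pan-leukocyte list was also higher in macrophages (20 of 23 genes, median 0.493, camera 2.57e-05, fry 0.0967) and not in keratinocytes (14 of 23 genes, median 0.0867, 0 with bounds, camera 0.791). The erythroid list was also higher in keratinocytes (9 of 12 genes, median 0.646, camera 0.0339, fry 0.296) and did not pass in macrophages (8 of 12 genes, median 0.266, camera 0.777). A larger share of neutrophil RNA could raise the first 2 lists. As the only change, with a smaller share of all other tissues, it is argued against for the photoreceptor genes. The median of the lens list lay 1.61 above that of the photoreceptor list, higher on each of 3 days (2.57, 0.492 and 0.883). This is no exclusion, since as small a camera p for the lens list came from 5 of 10 splits. The camera adjusted p of the lens list also reached 0.308 with a day left out. A larger share of neutrophil RNA stays open for *txn*, whose log2 fold change lay 0.732 above the median of the neutrophil list (standard error 0.429). Against it, *txn* was not higher in neutrophils than in the other cell types (log2 difference −0.418, standard error 0.264, adjusted p 0.341 from edgeR). The neutrophil libraries also held keratin reads, with 44.3 FPKM of *krt91* against 107 in keratinocyte libraries. Whether *txn* reads of keratinocytes add to the neutrophil increase was not tested. More neutrophils, and a change within them, are biological explanations that were not tested.

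In macrophage libraries with HRas G12V, the liver and gut list had a median of 0.749 (16 of 18 genes; camera adjusted p 2.4e-05, fry 0.0196, estimated correlation 0.0289) and the macrophage list outside Figure 1B 0.716 (16 of 16 genes; camera 3.34e-06, fry 0.0196, estimated 0.0343). They were higher on day 1 (0.507 and 0.846) and day 2 (0.438 and 0.66). Each was the only one of 10 splits with as small a p (1 of 10). The liver and gut list had medians of 0.27 in keratinocytes (camera 0.122) and 0.421 in neutrophils (camera 0.0542), and the macrophage list 0.227 (0 with bounds, camera 0.497) and 0.248 (0.112 with bounds, camera 0.751). The median of all genes in macrophages was 0.0917, and the lists lay 0.657 and 0.624 above it. Day 3, with 4.19 and 4.31, carries no information on direction, since all 15 lists were higher that day against a control library of 16990 counts. With 1 day left out, day 3 included, the camera adjusted p ranged from 0.000255 to 0.00371 for the liver and gut list and from 8.54e-09 to 0.0105 for the macrophage list. The design names no biological explanation for the liver and gut genes other than the construct in keratinocytes, and none was tested.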

How the results depend on the processing

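None of the tests in this part was chosen only after the result was seen, apart from the fit without the 10 most abundant features and the marker means without macrophage HRas control replicate 3. The cause of a change was not tested except where the number of genes or libraries in the setting shows it.

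Of 48 differentially expressed genes in keratinocytes and 42 in neutrophils, DESeq2's size factors in the edgeR fit gave 46 and 46, counts not rounded 48 and 42, and the fit without the 10 most abundant features 48 and 38. Without normalization beyond library size the counts were 18 and 7, with the median of all genes at 0.395 in keratinocytes, 0.488 in neutrophils and 0.761 in macrophages; DESeq2's size factors put that median at 0.129 in macrophages. With all genes with at least 1 count there were 84 in neutrophils and 6 in macrophages, and with DESeq2's Wald test 79 in neutrophils and 3 in macrophages. With a prior on its coefficients DESeq2 called 74 in keratinocytes and 79 in neutrophils. DESeq2's Wald test called 42 of the 48 genes in keratinocytes and 29 of the 42 in neutrophils. With only the 6 libraries of that cell type there was 1 in neutrophils and there were 8 in macrophages. In macrophages the other settings without a library left out gave 0 (487 genes at an unadjusted p under 0.05 with all libraries).

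With a library or a day left out, the counts ranged from 24 to 54 in keratinocytes, from 16 to 91 in neutrophils and from 0 to 12 in macrophages. In keratinocytes 24 came without replicate 1, 31 without HRas control replicate 1 and 26 without HRas control replicate 2. In neutrophils 16 came without HRas G12V replicate 1, 21 without HRas G12V replicate 3, 75 without HRas control replicate 2, 91 without replicate 2, and 24 without replicate 1 or 3. In macrophages 12 came without replicate 2, 7 without HRas control replicate 2, 2 without replicate 1 and 1 without HRas G12V replicate 3. The share of higher genes was 97.9% in keratinocytes and 31% in neutrophils. It moved by over 10 points in keratinocytes with DESeq2's Wald test (59 higher, 11 lower), with its prior (63 and 11), without replicate 1 (21 and 3), without replicate 2 (29 and 4), without replicate 3 (36 and 10), without HRas control replicate 3 (39 and 6) and without HRas G12V replicate 3 (42 and 12). In neutrophils it moved by over 10 points with only the 6 libraries of that cell type (0 higher, 1 lower), without the replicate block (6 and 31), without replicate 1 (2 and 22), without replicate 2 (50 and 41), without replicate 3 (5 and 19), without HRas control replicate 2 (39 and 36), without HRas control replicate 3 (13 and 50), and without HRas G12V replicate 1 (3 and 13) or replicate 2 (18 and 23).

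The *txn* log2 fold change kept its direction in all 20 alternatives in each cell type. In neutrophils it was no longer past the threshold without normalization beyond library size (2.35, adjusted p = 0.388), without the replicate block (1.73, adjusted p = 0.133) and with only the 6 libraries of that cell type (1.94, adjusted p = 0.44), in edgeR. With a library or day left out it ranged from 1.43 to 2.31 in neutrophils and from 2.07 to 2.80 in keratinocytes, where only leaving out replicate 1 lost the call (adjusted p = 0.175, edgeR). In neutrophils the adjusted p ranged from 0.00099 to 0.44 over the alternatives, and the call was lost without HRas control replicate 1 (0.0528), HRas control replicate 3 (0.0898), HRas G12V replicate 3 (0.16), replicate 1 or replicate 3 (0.262).

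The number of genes changed over 2-fold depended on the filter, the tool and the prior count. In keratinocytes, neutrophils and macrophages it was 8243, 7537 and 7602 for all genes with at least 1 count and 158, 135 and 76 for genes with a mean of at least 50 counts, which changes the number of genes tested. It was 7504, 7087 and 7344 with DESeq2's Wald test and 716, 537 and 212 with a prior on its coefficients, which draws fold changes toward 0. It was 881 in keratinocytes and 1171 in neutrophils with only the 6 libraries of that cell type, 1278 in neutrophils and 1134 in macrophages with prior count 2, and 3106 and 4891 without normalization beyond library size. With a library or day left out it ranged from 2544 to 4881, from 2420 to 3855 and from 2257 to 4339. The highest came without replicate 3 in keratinocytes, and without HRas control replicate 2 in neutrophils and in macrophages.

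Of the differences between cell types, genes with a mean of at least 50 counts gave 6 for neutrophils and keratinocytes, 7 for neutrophils and macrophages and 1 for keratinocytes and macrophages, and the fit without the replicate block gave 7 for neutrophils and macrophages. With a day left out these ranged from 2 to 21, from 7 to 22 and from 2 to 13, with the days given above. Of the Figure 1B genes, 3 macrophage genes passed among genes with a mean of at least 50 counts, because the others were not tested. With a day left out the number past the threshold was 5 to 6 for keratinocytes and 6 to 8 for macrophages, and 14 markers had the highest mean FPKM in their own cell type without macrophage HRas control replicate 3.

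Of the Figure 2C genes shown higher in keratinocytes, between 6 (without replicate 1) and 16 (without replicate 3) passed with a day left out, and of those shown lower, between 0 (without replicate 1 or 2) and 2 (without replicate 3). Those shown lower in keratinocytes numbered 2 with DESeq2's Wald test, 0 among genes with a mean of at least 50 counts and 0 without the replicate block. In neutrophils, 3 of those shown higher passed without the replicate block and between 1 and 4 with a day left out (1 without replicate 1). Of those shown lower, 8 passed among genes with a mean of at least 50 counts and between 4 (without replicate 1) and 8 with a day left out.

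The adjusted p of the IL6-Jak-Stat3 list in keratinocytes was 0.141 in camera among genes with a mean of at least 50 counts, 0.202 in camera with the estimated correlation and 0.16 in fry, and from 0.0207 to 0.187 with a day left out (0.111 without replicate 1, 0.187 without replicate 3). In neutrophils its direction reversed among genes with a mean of at least 50 counts (camera 0.827); it was 0.202 in camera with the estimated correlation, 0.143 in fry, and from 0.0164 to 0.16 with a day left out (0.16 without replicate 2, 0.0663 without replicate 3). The Tnfα list had 0.0528 in keratinocytes among genes with a mean of at least 50 counts, 0.119 with camera's estimated correlation in each of keratinocytes and neutrophils, and 0.081 and 0.108 in fry. The antioxidant list in neutrophils had 0.0528 among genes with a mean of at least 50 counts, 0.22 in camera with the estimated correlation and 0.16 in fry, and from 0.00227 to 0.16 with a day left out (0.16 without replicate 2). The photoreceptor list in neutrophils had 0.0795 among genes with a mean of at least 50 counts, 0.102 in camera with the estimated correlation and 0.0916 in fry. The muscle list in keratinocytes and the neutrophil list in neutrophils stayed past the threshold in every setting run for them.

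Among the other list results, the direction was reversed in 13 settings. For the cardiac muscle list in neutrophils, camera's adjusted p was 0.637 among genes with a mean of at least 50 counts, 0.984 without the replicate block, and from 0.053 to 0.18 with a day left out (reversed without replicate 2). For the cell cycle list in keratinocytes it was 0.567 among genes with a mean of at least 50 counts and from 0.0704 to 0.919 with a day left out (reversed without replicate 1, at 0.919). The neuron list in macrophages had 0.838 without the replicate block and from 0.525 to 0.863 with a day left out (reversed without replicate 1, at 0.525, and without replicate 3, at 0.729). Reversed results without replicate 2 were the erythroid list in macrophages (0.873; from 0.622 to 0.873 over the days), the keratinocyte list in keratinocytes (0.481; from 0.0397) and in neutrophils (0.757; from 0.000279), the macrophage list in keratinocytes (0.905; from 0.205) and the muscle list in neutrophils (0.307; from 0.0619). None of these reversed results passed the threshold in that setting. Over 56 other results and 655 settings, 146 changed: 123 weaker, 10 stronger and 13 reversed. Depth limits what can be shown for genes with few reads: *cxcl8a*, *cxcl8b.1* and *tnfa* had too few counts to be tested.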

Differences from the paper's values

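None of the tests in this part was chosen only after the result was seen. In keratinocytes, 1 gene was lower past the threshold, against the paper's about 6 (Fig. 2A, read by eye). Of the alternatives set before the data were examined, all genes with at least 1 count (6), leaving out replicate 2 (4) and leaving out keratinocyte HRas control replicate 3 (6) reached the paper's value within 1.5-fold. The other alternatives did not: DESeq2's Wald test gave 11, with and without a prior on its coefficients.

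Over 2-fold, 2433 genes were changed in keratinocytes against the paper's about 1200 (Fig. 1C, read by eye), 1935 in neutrophils against the paper's about 870 (Fig. 1C, read by eye) and 1755 in macrophages against the paper's about 510 (Fig. 1C, read by eye). With only the 6 libraries of that cell type the counts were 881 and 1171, and with prior count 2 they were 1700 and 1278, for keratinocytes and neutrophils; these came within 1.5-fold of the paper's values. The other alternatives set before the data were examined did not, and none of them did so for macrophages.

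Genes over 2-fold shared by keratinocytes and neutrophils only numbered 422 against the paper's about 80 (Fig. 1C, read by eye), which the fit of only the 6 libraries of each cell type brought to 96. Keratinocytes and macrophages shared 391 against the paper's about 53 (Fig. 1C, read by eye), and neutrophils and macrophages 295 against the paper's about 43 (Fig. 1C, read by eye); none of the alternatives set before the data were examined closed these gaps. All 3 cell types shared 182 against the paper's about 11 (Fig. 1C, read by eye), and among genes with a mean of at least 50 counts they shared 11, while with only the 6 libraries of each cell type they shared 16.

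The mean of the expected counts per library was 8.45 M, against the paper's 23 M reads. The expected counts cover aligned reads on listed genes, so the values are not on the same scale; no alternative was computed for it.

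The paper describes the overlap of changed genes between cell types as small. In this re-analysis each overlap was larger than in draws of as many genes of like expression. Keratinocytes and neutrophils shared 604 genes, where the draws gave a median of 525. The draws were not matched on the spread of a gene between libraries, so this excess does not show a shared response. The paper places *txn* among the most strongly increased genes of keratinocytes, and here it ranked 19th of 47 higher genes by fold change and 12th by p. The paper calls all genes of Fig. 2C, and of those matched to 1 listed gene, 7 of 34 higher and 4 of 5 lower in keratinocytes and 5 of 11 higher and 10 of 23 lower in neutrophils were not called here. Of these uncalled genes, DESeq2's Wald test called 6 (apoeb, krt94, PHLDA2, smyhc2, SRL and tpm3), 1 (rybpa), 2 (ckma and HNRNPM) and 4 (acta2, atp2b1b, rims2b and SV2A), with and without a prior on its coefficients, and it is the test the paper names. It did not call il1b, wipf1b and tpm4a in keratinocytes or lyz, hspa1b and NXNL1 in neutrophils, which were called here, so that it called 30 of 34, 2 of 5, 7 of 11 and 15 of 23 in all. With the prior hspa1b was called as well (16 of 23). In keratinocytes, all genes with at least 1 count added smyhc2, genes with a mean of at least 50 counts apoeb and SRL, the fit of only the 6 libraries NEB, PHLDA2, smyhc2 and SRL, leaving out replicate 3 apoeb and rybpa, leaving out HRas control replicate 3 rybpa, and leaving out HRas G12V replicate 1 smyhc2. In neutrophils, DESeq2's size factors added atp2b1b and all genes with at least 1 count acta2 and atp2b1b. The fit without the replicate block added acta2, as did leaving out replicate 1, replicate 3, HRas control replicate 1, HRas control replicate 3 or HRas G12V replicate 3. These settings lost genes too: in the same order, 21, 0, 5 and 8 passed among genes with a mean of at least 50 counts, 27, 0, 0 and 0 with only the 6 libraries, 21, 0, 3 and 14 without the replicate block, 6, 0, 1 and 4 without replicate 1, and 16, 2, 2 and 8 without replicate 3. With 1 library left out, the fits named passed 19 and 2 in keratinocytes without HRas control replicate 3, 24 and 0 without HRas G12V replicate 1, and in neutrophils 4 and 6 without HRas control replicate 1, 3 and 13 without HRas control replicate 3, and 1 and 8 without HRas G12V replicate 3. No alternative that was run over all genes called RIMS1, ST3GAL5 and syne2a in keratinocytes or cirbpb, pfn1, ptprja, ccdc136b, FBXO41, NR1D2, OXR1, PIP5K1C and ptprna in neutrophils. Without normalization beyond library size, 9, 0, 0 and 2 of the matched genes passed over all genes, in the same order. Without the 10 most abundant features, 27, 1, 6 and 10 did. Adjusted over the list alone, 34, 4, 10 and 21 of the matched genes passed. The paper reports the pathway enrichment of neutrophils for reactive oxygen species, and here the antioxidant list was higher in camera in macrophages (33 of 40 genes) and in keratinocytes (34 of 40 genes) as well, while it passed the threshold of fry in none of the 3 cell types (adjusted p 0.128, 0.16 and 0.16).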

Other observations

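The tests of neutrophil HRas control replicate 2 and of macrophage HRas control replicate 3, and the other splits of the samples except those of the differentially expressed genes, were chosen only after the result was seen.

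The split into higher and lower genes was not explained by depth. With 17 libraries thinned to 385201 counts outside the 10 most abundant features and macrophage HRas control replicate 3 left at 2106, where 10103 genes were tested, 96% of 50 differentially expressed genes were higher in keratinocytes and 70.8% of 24 were lower in neutrophils. The *txn* call held in keratinocytes at that depth (log2 fold change 2.44, adjusted p = 0.000292, edgeR) and not in neutrophils (1.76, adjusted p = 0.164, edgeR). Of the 10 splits of the samples, only the real one gave as many genes in keratinocytes (1 of 10, others 0 to 3) and in neutrophils (1 of 10, others 0 to 11), and 10 of 10 gave as many in macrophages. The number of genes changed over 2-fold was as large in 5 of 10 splits in keratinocytes, 5 of 10 in neutrophils and 6 of 10 in macrophages. Among the 4 splits that part all pairs of a day, it was 1, 1 and 2 of 4. The number of markers past the threshold was as large as the real 15 in 1 of 40 regroupings, the real one included (others 0 to 8).

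In neutrophil HRas control replicate 2, the genes hsc70, tuba8l2, HSPA8, RHOG, rn7sk and both EEF1A1 genes held over 90% of their HRas control level. The genes were chosen for that share after their values were seen, so the loss of 7 of 7 calls without the library follows from the choice. Without it the log2 fold changes were −3.16 and −0.395 for the EEF1A1 genes, −1.7 for hsc70, −1.38 for RHOG, −0.469 for HSPA8, −0.215 for *tuba8l2* and 0.0918 for *rn7sk* (adjusted p from 0.0875 to 1, edgeR). The reads of that library alone and a decrease in HRas G12V libraries cannot be told apart for these genes, because their control level rests on 1 library. The labels record nothing that sets its larvae apart.

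Without macrophage HRas control replicate 3, 0 genes passed the threshold in macrophages (484 at an unadjusted p under 0.05). This fit cannot exclude the low depth of that library as the reason, because the comparison lacks a usable control either way. Leaving out the HRas control replicate 3 of the other cell types left 45 genes in keratinocytes and 63 in neutrophils. The loss of a control library thus did not by itself remove the calls in those cell types.

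A mere shift of reads between the *txn* paralogs is excluded as the reason for the *txn* increase in keratinocytes, where the summed counts rose by 1.85 (standard error 0.37). The sum cannot show which of the genes its reads came from. In neutrophils the sum rose by 0.752 (standard error 0.365, unadjusted p = 0.044, adjusted p = 0.713, edgeR). This argues against such a shift only by a narrow margin, and not at the threshold over all genes. In macrophages the sum rose by 0.973 (standard error 0.389, unadjusted p = 0.0153, adjusted p = 1, edgeR).

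Photoreceptor genes outside Figure 2C were lower in neutrophil libraries, with a median of −0.952 and 5 of 35 genes higher (camera adjusted p = 1.08e-09, fry 0.0916), by day −1.58, −0.392 and 0. Its 10 most abundant genes had a median of −0.102, with 2 of them higher. The list was also lower in keratinocytes (median −0.415, 10 of 35 genes higher, camera 0.0161, fry 0.519) and not in macrophages (median 0.311, 0.281 with bounds, 25 of 35 genes higher, camera 0.0804). As small a p came from 2 of 10 splits of the samples, 1 of 4 among those that part all pairs. The cause was not tested beyond the share of neutrophil RNA, which is given above. The list had 28 of 35 genes with a mean of at least 10 counts in neutrophil HRas control libraries.

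Of the pathway lists, as small a p came from 2 of 10 splits for the IL6-Jak-Stat3 list and 2 of 10 for the Tnfα list in keratinocytes, and from 1 of 10, 1 of 10 and 2 of 10 for the IL6-Jak-Stat3, Tnfα and antioxidant lists in neutrophils. Of the genes in these lists, 9 of 42, 10 of 91 and 2 of 40 are also in another list, and 1, 4 and 1 are in Figure 2C. The cell cycle list was higher in neutrophils, with 69 of 75 genes up on 3 of 3 days and a median of 0.654 (camera adjusted p = 8.31e-11, fry 0.081, estimated correlation 0.119), and had medians of 0.141 in keratinocytes (0.12 with bounds, camera 0.337) and 0.213 in macrophages (camera 0.0498). Between neutrophils and keratinocytes the cell cycle list differed by 0.455 (camera adjusted p = 0.000233, fry 0.792), and between neutrophils and macrophages by 0.38 (camera 0.000276, fry 0.792). In neutrophils as small a p for the cell cycle list came from 2 of 10 splits, and the other of these gave a smaller camera p (4.19e-13 against 6.93e-12, unadjusted).

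The other tissue lists passed camera's threshold in some cell types, and none of the results in this paragraph passed fry's. The cardiac muscle list had 7 of 7 genes higher in keratinocytes on 3 of 3 days (median 1.88, 1.60 with bounds; camera adjusted p 1.63e-05, fry 0.0859), 3 of 7 in neutrophils (0.751 in camera) and 7 of 7 in macrophages (median 0.764, 0.0804 in camera). The lens list had 12 of 13 genes higher in neutrophils on 3 of 3 days (median 0.656, camera 0.00778, fry 0.458), 1 of 13 in keratinocytes (median −0.29, camera 0.0339) and 12 of 13 in macrophages (median 0.382, camera 0.0391). The neuron list had 8 of 44 genes higher in neutrophils and no day higher (median −0.214, camera 0.000246, fry 0.227), 14 of 44 in keratinocytes (camera 0.0735) and 24 of 44 in macrophages (camera 0.886). The keratinocyte list had 35 of 39 genes higher in macrophages, by 0.673 on day 1 and 0.479 on day 2 (median 0.632, camera 4.25e-07, fry 0.0967), 25 of 39 in neutrophils (median 0.152, camera 0.029) and 14 of 39 in keratinocytes (median −0.195, camera 0.278). Of these lists, 1 of 7 cardiac muscle genes and 1 of 44 neuron genes are in another list.

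The length of the genes went with the fold change in all 3 cell types. From the 2937 shortest genes (median length 913) to the 2937 longest (5192), the median log2 fold change went from 0.192 to −0.0893 in keratinocytes, from 0.136 to −0.0549 in neutrophils and from 0.262 to 0.00288 in macrophages. No explanation of this trend was tested.

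Of the cytokines that the study measured by qPCR, *il1b* had a log2 fold change of 2.97 in neutrophils (adjusted p = 0.416, edgeR) and 1.64 in macrophages (adjusted p = 1, edgeR).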
